# SLPI is a critical mediator that controls PTH-induced bone formation

**DOI:** 10.1038/s41467-021-22402-x

**Published:** 2021-04-09

**Authors:** Akito Morimoto, Junichi Kikuta, Keizo Nishikawa, Takao Sudo, Maki Uenaka, Masayuki Furuya, Tetsuo Hasegawa, Kunihiko Hashimoto, Hiroyuki Tsukazaki, Shigeto Seno, Akira Nakamura, Daisuke Okuzaki, Fuminori Sugihara, Akinori Ninomiya, Takeshi Yoshimura, Ryoko Takao-Kawabata, Hideo Matsuda, Masaru Ishii

**Keywords:** Fluorescence imaging, Pharmacology, Bone

## Abstract

Osteoclastic bone resorption and osteoblastic bone formation/replenishment are closely coupled in bone metabolism. Anabolic parathyroid hormone (PTH), which is commonly used for treating osteoporosis, shifts the balance from osteoclastic to osteoblastic, although it is unclear how these cells are coordinately regulated by PTH. Here, we identify a serine protease inhibitor, secretory leukocyte protease inhibitor (SLPI), as a critical mediator that is involved in the PTH-mediated shift to the osteoblastic phase. *Slpi* is highly upregulated in osteoblasts by PTH, while genetic ablation of *Slpi* severely impairs PTH-induced bone formation. *Slpi* induction in osteoblasts enhances its differentiation, and increases osteoblast–osteoclast contact, thereby suppressing osteoclastic function. Intravital bone imaging reveals that the PTH-mediated association between osteoblasts and osteoclasts is disrupted in the absence of SLPI. Collectively, these results demonstrate that SLPI regulates the communication between osteoblasts and osteoclasts to promote PTH-induced bone anabolism.

## Abstract (web summary)

The mechanism by which parathyroid hormone mediates the switch from bone resorption to bone formation is unclear. Here, the authors show that SLPI regulates the communication between osteoblasts and osteoclasts to promote the anabolic effect of parathyroid hormone.

## Introduction

Skeletal tissue undergoes dynamic remodeling throughout the life course. Bone formation by osteoblasts and bone resorption by osteoclasts occur in spatially and temporally discrete units on the bone surface, and bone resorption is followed by bone formation^1^. The activities of osteoblasts and osteoclasts are linked by intercellular signaling for balanced bone remodeling. Given that bone formation and resorption are tightly coupled processes in the bone microenvironment, information concerning the spatiotemporal distribution of the cells involved in these processes would provide insight into bone remodeling. Previously, we visualized osteoblasts and osteoclasts by intravital multi-photon microscopy and revealed that direct contact with osteoblasts inhibited the bone-resorbing activity of osteoclasts in vivo^2^. Moreover, osteoblasts and osteoclasts were segregated in a homeostatic state, whereas intermittent parathyroid hormone (PTH) treatment dynamically altered their distribution and increased their direct cell–cell interactions, thereby inhibiting bone resorption by osteoclasts.

PTH is a major endocrine inducer and stimulator of bone remodeling. PTH (1–34) (teriparatide), a biologically active N-terminal fragment of human PTH, is used clinically to increase bone mass in osteoporosis^3,4^. PTH stimulates osteoblasts, and indirectly activates osteoclasts by regulating receptor activator of NF-κB ligand (RANKL) and osteoprotegerin in osteoblast-lineage cells^5,6^. It has been proposed that the anabolic action of PTH requires the presence of osteoclasts. In a murine model of osteopetrosis caused by a lack of osteoclasts, the anabolic effect of PTH treatment was blunted^7,8^. In the clinic, concomitant treatment of osteoporosis with alendronate, an inhibitor of osteoclasts, significantly decreased the anabolic response to PTH^9,10^. These results imply that the shift from osteoclasts to osteoblasts contributes to the osteoanabolic effect of PTH^11^. However, the mechanisms that coordinately regulate these two cell types in PTH anabolism are unknown.

Secretory leukocyte protease inhibitor (SLPI) is a serine protease inhibitor, secreted in response to tissue damage that plays multiple roles in inflammation in vivo. SLPI inhibits inflammation and initiates the healing of damaged tissue^12^. These functions are dependent on its protease inhibition^13,14^ and transcriptional regulation^15^. Therefore, SLPI serves as a molecular switch from inflammation to tissue proliferation^16^.

Although expression of SLPI in osteoblasts has been reported^17^, the functional role of SLPI in bone metabolism in vivo, particularly in bone resorption, has not been described. In the present study, we found that PTH strongly induced *Slpi* expression in osteoblasts, and the effect of PTH on bone was dependent on SLPI. Moreover, SLPI expressed by osteoblasts promoted direct cell–cell contact, thereby shifting the balance from osteoclastic activity to osteoblastic activity. Therefore, SLPI is an essential mediator that can promote a PTH-mediated switch from bone resorption to bone formation.

## Results

### Osteoblast Slpi expression is induced by PTH in vivo

The anabolic effect of PTH depends on its binding to the PTH receptor (PTH1R) on osteoblast-lineage cells^11^. Three weeks of PTH administration induced merged distribution of osteoblasts and osteoclasts (Supplementary Fig. S1a). In addition, the responses of osteoblasts and osteoclasts to PTH treatment in femoral trabecular bone were compatible to those in their calvarial counterparts (Supplementary Fig. S1b). To assess gene expression changes in response to PTH, we first isolated osteoblasts with high purity from adult bone tissues of transgenic mice, in which mature osteoblasts specifically express enhanced cyan fluorescent protein (ECFP) driven by the type I collagen promoter (i.e., Col2.3-ECFP mice)^2^. Using flow cytometry, we detected the lineage (Lin^−^) CD45^−^ ECFP^+^ after sequential enzymatic digestion, but not from non-adherent bone marrow cells (Supplementary Fig. S1c). The ECFP^+^ cells expressed high levels of *Sp7* and *Bglap*, and so were identified as osteoblasts (Supplementary Fig. S1d).

We next evaluated transcripts in osteoblasts by RNA-Sequencing (RNA-Seq), using a PTH mouse model^18^ treated intermittently with PTH or vehicle for 3 weeks. 

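RNA-Seq values from 3 libraries of vehicle-treated and 3 libraries of PTH-treated osteoblasts were compared. The libraries came from Col2.3-ECFP mice, whose osteoblasts carry a cyan reporter. The mice, aged 12 weeks when treatment began, received vehicle or PTH(1-34), the N-terminal fragment of the hormone, at 40 µg/kg per day on 5 days per week for 3 weeks. Osteoblasts were sorted 24 h after the last injection. PTH replicate 3 was identified by the title of its label, since its source name lacks the replicate number that the others carry. The authors amplified the cDNA with the SMART-Seq v4 kit for low amounts of RNA, mapped the reads to mm10 and deposited FPKM calculated by Cuffnorm. By its name, FPKM scales the fragments counted on a gene to the length of its transcript and to the mapped reads of the library. The paper's text does not name the scaling option of Cuffnorm. The FPKM of a library summed to between 400838.8 and 462460.2, and between 10795 and 11746 genes per library had an FPKM of at least 1. The number of reads per library is unknown from FPKM alone. The step that 1 read makes in the FPKM of low-expressed genes gave the depth relative to vehicle replicate 1, provided that FPKM were scaled to mapped reads. This relative depth was 0.787 and 1.34 in vehicle replicates 2 and 3 and 1.12, 1.25 and 1.402 in PTH replicates 1, 2 and 3. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) lay between 0.952 and 0.962 among the vehicle libraries and between 0.908 and 0.946 among the PTH libraries. The 13004 genes with an FPKM of at least 1 in at least 1 of the 6 libraries were tested with limma on log2(FPKM + 1), with variances moderated along the trend with mean expression, and *p* values were adjusted by the Benjamini-Hochberg method. A two-sided exact permutation test of 3 libraries against 3 cannot give a *p* below 0.10 for a single gene.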

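Between PTH-treated and vehicle-treated osteoblasts, 161 genes were at least 2-fold higher and 566 at least 2-fold lower at an unadjusted limma *p* under 0.05. With the Benjamini-Hochberg adjustment over the 13004 genes tested, 113 genes were higher and 491 were lower. A pseudocount of 0.1 in place of 1 moved the unadjusted counts most, to 362 higher and 937 lower genes. Without vehicle replicate 2, the adjusted counts were 0 and 0, against 133 higher and 482 lower genes at an unadjusted *p* under 0.05. After *Slpi*, the largest rises at an adjusted *p* under 0.05 were those of *Saa3*, *Ecm1*, *Avpi1* and *Ms4a3*, with log2 fold changes of 2.38, 2.36, 2.11 and 2.09. The FPKM of *Ecm1* was 31.0 ± 4.19 (SD, n = 3) with vehicle and 163 ± 18.3 (SD, n = 3) with PTH, and that of *Ms4a3* was 10.8, 9.78 and 2.08 in PTH replicates 1, 2 and 3. The largest falls were those of *Cd3g*, *Cpa3*, *Gimap4*, *Ltb* and *Xcl1*, with log2 fold changes of -4.11, -3.90, -3.73, -3.49 and -3.47. *Cd3g* had an FPKM of 81.7 ± 19.2 (SD, n = 3) with vehicle and 7.89, 10.7 and 0 in PTH replicates 1, 2 and 3. The lower genes also differed within the groups, and 86.0% of them had their lowest vehicle value in vehicle replicate 3. Markers of other cell types moved as well. The 4 T cell markers tested, *Cd3g* among them, had a median log2 fold change of -2.82, and the 11 neutrophil markers one of 1.65. Erythroid and B cell markers had medians of 0.12 and 0.10. These counts and largest changes may therefore include RNA of other cells besides a response of osteoblasts.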

We considered genes showing a twofold or greater change to be significantly differentially expressed (*p* < 0.05); 405 genes were upregulated by PTH, while 883 were downregulated. The expression levels of the osteoblast differentiation markers *Sp7* and *Bglap* were not changed (Supplementary Fig. S1e), and thus were not affected by the PTH-induced change in cell population. 

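*Sp7*, which encodes the transcription factor osterix and lies on chromosome 15 from 102356606 to 102367182 of mm10, had an FPKM of 65.3 ± 5.86 (SD, n = 3) in vehicle-treated and 92.7 ± 20.7 (SD, n = 3) in PTH-treated osteoblasts. Its log2 fold change was 0.48 (standard error 0.165, limma adjusted *p* = 0.0924), and no PTH library lay below a vehicle library. *Bglap*, the osteocalcin gene on chromosome 3 from 88383501 to 88384464, had an FPKM of 7693 ± 995 (SD, n = 3) and 9758 ± 3945 (SD, n = 3). Its log2 fold change of 0.28 (standard error 0.265, limma adjusted *p* = 0.485) was smaller than the spread between PTH libraries and became -0.032 without PTH replicate 3. Over the alternatives run for single genes, the adjusted *p* lay between 0.038 and 0.256 for *Sp7* and between 0.048 and 0.892 for *Bglap*. Reads of *Bglap* can be shared with its paralog *Bglap2*, which had a log2 fold change of 0.27 (limma adjusted *p* = 0.456). Over a list of 7 genes fixed before the data were examined, the Benjamini-Hochberg adjusted *p* from limma was 0.0444 for *Sp7* and 0.327 for *Bglap*. This list also holds *Cxcl1*, *Runx2* and *Col1a1*, which the paper names in other contexts, and the adjusted *p* of *Sp7* is shared with *Runx2* and with *Col1a1*, which is listed at 0 in all PTH libraries. From the levels of these markers, the paper concludes that they were not affected by a change in cell population under PTH.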

The mRNA level of *Fgf2*, an important growth factor for PTH anabolism^19^, significantly increased (Supplementary Fig. S1f, h).

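*Fgf2* lies on chromosome 3 from 37348346 to 37410108 of mm10. Its FPKM was 0.321, 0.816 and 2.16 in the vehicle libraries and 3.73, 5.12 and 10.1 in the PTH libraries, so that the groups did not overlap (two-sided exact permutation test, *p* = 0.10). If each step in FPKM is 1 read, these values stand for 1, 2 and 9 reads with vehicle and 13, 20 and 44 reads with PTH. The vehicle level may therefore rest on few reads. The log2 fold change was 1.80 (standard error 0.408, limma adjusted *p* = 0.0331). It ranged from 1.45 to 2.14 with each library left out in turn, and the adjusted *p* rose to 0.117 in these fits.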

In the Gene Ontology (GO) enrichment analysis, many of the upregulated GO pathways were related to the regulation of proteolysis (Supplementary Fig. S1g). 

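The GO terms were not used here. Peptidase inhibitors, taken as gene families fixed by symbol before the data were examined (serpins, cystatins, tissue inhibitors of metalloproteinases and related families), were counted instead among the genes at least 2-fold higher with PTH. Of 67 such genes tested, 4 were among them, *Slpi*, *Serpine2*, *Timp1* and *Serpina1a*, an odds ratio of 5.17 against all tested genes (one-sided Fisher's exact test, *p* = 0.00948, or 0.0190 after Benjamini-Hochberg adjustment over the 4 gene sets tested in both experiments). With a pseudocount of 0.1, which moved it most, the odds ratio was 2.23 (one-sided Fisher's exact test, *p* = 0.116). *Serpine2* rose from an FPKM of 92.7 ± 6.79 to 291 ± 47.3 (SD, n = 3 each), and *Timp1* from 225 ± 28.8 to 549 ± 58.4 (SD, n = 3 each), with log2 fold changes of 1.63 and 1.28 (limma adjusted *p* = 0.0131 for both). *Serpina1a* stayed low, at an FPKM of 0.129 ± 0.161 with vehicle and 1.30 ± 0.301 with PTH (SD, n = 3 each). At the same unadjusted threshold, 4 of the 67 inhibitors were at least 2-fold lower, as many as were higher. Of these, the log2 fold changes of *Cst7*, *Serpinb6b* and *Itih5* were -2.62, -1.80 and -1.14, each at an adjusted *p* under 0.05.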

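*Slpi* lies on chromosome 2 from 164354070 to 164389095 of mm10. Its FPKM was 2.21 ± 0.513 (SD, n = 3) in vehicle-treated and 28.2 ± 8.88 (SD, n = 3) in PTH-treated osteoblasts, a ratio of means of 12.7. The smallest whole numbers of reads that fit these FPKM were 7, 8 and 15 with vehicle and 179, 106 and 163 with PTH. The log2 fold change on log2(FPKM + 1) was 3.15 (standard error 0.240, limma adjusted *p* = 0.0131), and each PTH library was above each vehicle library (two-sided exact permutation test, *p* = 0.10). It stayed between 2.93 and 3.37 with each library left out in turn, and the adjusted *p* lay between 0.00284 and 0.0736 over the alternatives run for single genes, highest without vehicle replicate 2. *Slpi* ranked 1 of the 113 genes higher at an adjusted *p* under 0.05. Among the 161 genes higher at an unadjusted *p* under 0.05 it ranked 5, after *Snord123*, *Mir686*, *Snora34* and *Ppbp*. In the same libraries, the 11 neutrophil marker genes tested had a median log2 fold change of 1.65. The rise of *Slpi* over the vehicle mean was 5.34%, 2.96% and 20.7% of the rise of the neutrophil gene *S100a9* in PTH replicates 1, 2 and 3.

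**Figure D1:**
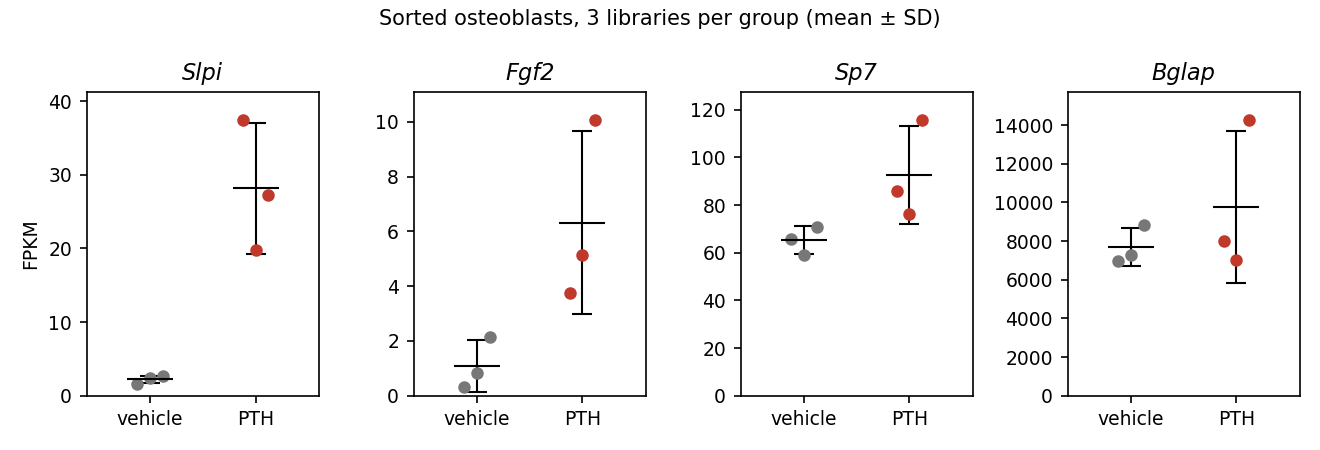
FPKM of *Slpi*, *Fgf2*, *Sp7* and *Bglap* in vehicle-treated and PTH-treated osteoblasts, with 1 point per library and the mean ± SD of 3 libraries on linear axes from 0. The PTH libraries of *Slpi* sit between 19.8 and 37.5 FPKM, above all vehicle libraries, while those of *Bglap* overlap the vehicle libraries.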

Among such genes, *Slpi* was the highly-ranked upregulated gene induced by PTH (Fig. 1a; Supplementary Fig. S1h). Quantitative polymerase chain reaction (qPCR) confirmed that PTH upregulated the expression of *Slpi* in osteoblasts in vivo (Supplementary Fig. S1i). We analyzed the time-course of the effect of PTH and found that to induce an increase in the *Slpi* mRNA levels required 1–3 weeks of repetitive injection (Fig. 1b). PTH can have anabolic or catabolic effects, depending on its mode of administration: the anabolic effect occurs by intermittent administration of PTH, but not by continuous infusion^20^. *Slpi* upregulation was not induced by continuous infusion of PTH for 3 weeks (a catabolic regimen; Supplementary Fig. S1j).

**Fig. 1:**
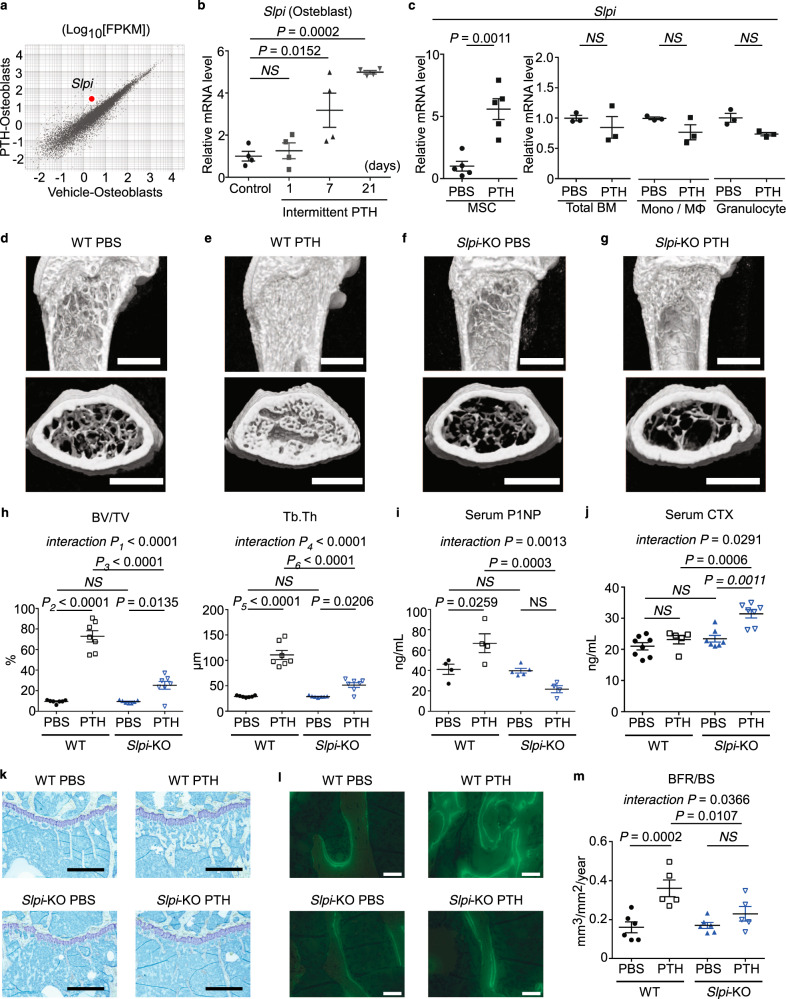
Secretory leukocyte protease inhibitor (SLPI) controls the parathyroid hormone (PTH)-induced increase in bone mass. **a** RNA-sequencing (RNA-Seq) scatter plot of differential expression between vehicle-treated osteoblasts and intermittent parathyroid hormone (PTH)-treated osteoblasts (log_10_-transformed fragments per kilobase of transcript per million mapped reads [FPKM]). **b** mRNA levels of *Slpi* in 7AAD^−^ Lin^−^ CD45^−^ ECFP^+^ osteoblasts as determined by quantitative polymerase chain reaction (qPCR) analysis (*n* = 4 biologically independent samples per group). **c** mRNA levels of *Slpi* as determined by qPCR analysis (*n* = 5 mice per group for the analysis of MSC, and *n* = 3 mice per group for the analysis of total BM, Mono/Mφ, and granulocytes). MSC, mesenchymal stem cells (Lin^−^ CD45^−^ CD31^−^ Sca1^+^ CD51^+^ population); BM, total bone marrow cells; Mono/Mφ, monocyte/macrophage (CD45^+^ Ly6G^+^ population); granulocytes (CD45^+^ Ly6G^−^ F4/80^+^ population). **d–g** Representative micro-computed tomography images of the femurs. Scale bar, 1000 µm. **h** Ratio of bone volume to total bone volume (BV/TV), and trabecular thickness (Tb.Th) values (*n* = 7 mice per group). **i** Serum type I procollagen N-terminal propeptide (P1NP) levels, as measured by enzyme-linked immunosorbent assay (ELISA) (WT PBS: *n* = 4 mice, WT PTH: *n* = 4 mice, *Slpi*-KO PBS: *n* = 5 mice, *Slpi*-KO PTH: *n* = 4 mice). **j** Serum type I procollagen C-terminal telopeptide (CTX) levels, as measured by ELISA (WT PBS: *n* = 8 mice, WT PTH: *n* = 5 mice, *Slpi*-KO PBS: *n* = 7 mice, *Slpi*-KO PTH: *n* = 7 mice). **k** Histological analysis of the proximal tibias. Images are toluidine blue-stained sections (Representative image, *n* = 3 biologically independent experiments). Scale bars, 500 µm. **l** Merged image of the calcein band and bright field of the proximal tibias (Representative image, *n* = 3 biologically independent experiments). Scale bar, 50 µm. **m** Bone formation rate (BFR/BS) values (WT PBS: *n* = 6 mice, WT PTH: *n* = 5 mice, *Slpi*-KO PBS: *n* = 6 mice, *Slpi*-KO PTH: *n* = 5 mice). For details and statistical analysis, see Table S2. Data are means ± SEM. NS, not significant. Statistical significance was determined by ANOVA with Dunnett’s test (**b**), Tukey’s test (**h**, **i**, **j**), Šidák’s test (**m**), and two-tailed Student’s *t*-test (**c**). **h** *P*_1_ exact value = 2.8E^−7^, *P*_2_ exact value = 8.5E^−12^, *P*_3_ exact value = 2.8E^−9^, *P*_4_ exact value = 5.1E^−6^, *P*_5_ exact value = 2.0E^−10^, *P*_6_ exact value = 9.5E^−8^.

We also analyzed *Slpi* expression in other cell populations in bone tissues. We examined the cell populations reported to express *Slpi* in an online database (Gene Expression Commons^21^) (Supplementary Fig. S2). qPCR analyses revealed that PTH treatment increased *Slpi* expression in Lin^−^CD45^−^CD31^−^CD51^+^Sca1^+^ mesenchymal stem cells (MSCs)^22^ (Fig. 1c), but not in total bone marrow cells, CD45^+^Ly6G^−^F4/80^high^ bone marrow monocytes/macrophages, or CD45^+^Ly6G^+^ bone marrow granulocytes (Fig. 1c). Therefore, *Slpi* was specifically and highly upregulated in osteoblast-lineage cells by repetitive PTH injection in vivo.

### SLPI controls the PTH-induced increase in bone mass

The above results prompted us to explore the importance of SLPI in physiological bone remodeling in vivo. Initially, we evaluated baseline bone modeling and remodeling in *Slpi*-knockout (KO) mice^23^. In a homeostatic state, 5-week-old female mice were injected with vehicle for 6 weeks; distal femoral metaphysis was analyzed by micro-computed tomography (µCT) when the mice were 11 weeks of age. *Slpi*-KO mice displayed no overt trabecular bone phenotype, compared with wild-type (WT) mice (Fig. 1d, f, h; Supplementary Movies 1, 3). In vitro, WT and *Slpi*-KO primary osteoblasts showed identical bone-forming potential, as demonstrated by Alizarin Red S staining (Supplementary Fig. S3a). In addition, the numbers of osteoclasts differentiated from *Slpi*-KO macrophages were similar to the numbers differentiated from WT macrophages (Supplementary Fig. S3b). Together, these data suggest that *Slpi*-KO mice in a homeostatic state show normal bone remodeling with no aberrant phenotype.

To test the function of *Slpi* expression in PTH anabolism, we next examined the effect of PTH on *Slpi*-KO mice. Eleven-week-old WT mice subjected to intermittent PTH treatment for 6 weeks showed a significant increase in trabecular content, compared with vehicle-treated mice (Fig. 1d, e; Supplementary Movies 1, 2). This was apparent from the cancellous bone volume (BV/TV), and trabecular thickness (Tb.Th) (Fig. 1h). In contrast, the bone anabolic effect of PTH was severely disrupted in *Slpi*-KO mice; specifically, the rate of increase in BV/TV in *Slpi*-KO mice was less than half that in WT mice (Fig. 1e, g, h; Supplementary Movies 2, 4). Similarly, PTH-treated WT mice had a significantly higher serum levels of type I procollagen N-terminal propeptide (P1NP), a biochemical marker of bone formation, compared to vehicle-treated WT control mice, which was disrupted in *Slpi*-KO mice (Fig. 1i). Assessment of the serum levels of C-terminal telopeptide of collagen (CTX), a biochemical marker of resorption, revealed that intermittent PTH treatment did not increase bone resorption in WT mice, but did increase it in *Slpi*-KO mice (Fig. 1j). Therefore, SLPI affects both bone formation and bone resorption in PTH anabolism, which results in significantly different trabecular bone phenotypes in the two genotypes. In addition, we analyzed trabecular bone in male mice to investigate the effect of sex on PTH anabolism. Five-week-old male mice were injected with vehicle or PTH for 6 weeks, and distal femoral metaphysis was analyzed by µCT. The effect of PTH was weaker in WT male mice than in WT female mice, while PTH treatment decreased trabecular bone mass in *Slpi*-KO male mice (Supplementary Fig. S4). Therefore, these data demonstrate that the anabolic effect of PTH is also dependent on SLPI in male mice.

Given that the anabolic action of PTH results from enhanced bone formation, we examined the effect of ablation of *Slpi* on the cellular response to PTH via histomorphometric analysis. Twelve-week-old female WT or *Slpi*-KO mice were treated daily with vehicle or PTH for 4 weeks and their proximal tibias were analyzed. The effects of PTH treatment on bone formation rate (BFR/BS) were significantly reduced in *Slpi*-KO mice compared with WT controls (Fig. 1k–m; Supplementary Table S1). Collectively, bone histomorphometric analysis supported the notion that PTH-induced bone formation is impaired in *Slpi*-KO mice, consistent with the microstructural and bone metabolic marker analyses.

### PTH regulates Slpi expression via PKA and Erk signaling

Next, we evaluated whether *Slpi* expression in osteoblasts is directly regulated by PTH in vitro. In cultures of MC3T3-E1 cells, a clonal osteoblastic cell line, PTH increased *Slpi* expression levels at the peak between 6 and 12 h after stimulation (Supplementary Fig. S5a). PTH1R is a seven G protein-coupled transmembrane protein expressed in osteoblast-lineage cells. In general, activated PTH1R selectively couples several G-protein subclasses, activating the cAMP dependent protein kinase A (PKA), intracellular Ca2^+^, protein kinase C (PKC)^24^, and β-arrestin-ERK1/2^25^ intracellular signaling pathways. The PKA activator forskolin markedly increased *Slpi* expression in MC3T3-E1 cells, while the specific PKC activator phorbol 12-myristate 13-acetate (PMA), and the calcium ionophore A23187, did not upregulate *Slpi* (Supplementary Fig. S5b). Consistent with these findings, two pharmacological PKA inhibitors, H-89 and Rp-adenosine-3′,5′-cyclic monophosphorothioate (Rp-cAMPS), inhibited the *Slpi* expression induced by PTH (Supplementary Fig. S5c). In addition, the pharmacological MEK inhibitor U0126 inhibited the PTH-induced upregulation of *Slpi* (Supplementary Fig. S5c). Therefore, PTH activates the cAMP/PKA and β-arrestin-ERK1/2 signaling pathways, which mediates the effect of PTH1R signaling on *Slpi* transcription.

### Induction of Slpi expression enhances osteoblast differentiation and proliferation

To examine the biological role of SLPI in osteoblasts, we constructed a retrovirus vector for constitutive *Slpi* expression (pMX-*Slpi*-IRES-Puro), which was engineered to express both *Slpi* and a puromycin-resistance gene. Induction of *Slpi* with pMX-*Slpi*-IRES-Puro enhanced alkaline phosphatase (ALP) activity, and accelerated calcification in MC3T3-E1 cells and primary osteoblasts, as determined by Alizarin Red S staining (Fig. 2a). As SLPI is secreted from cells into cervical mucus or bronchial and nasal secretions^26^, MC3T3-E1 cells also secreted SLPI into culture medium (Fig. 2b). To examine an autocrine effect of SLPI, we added conditioned medium from *Slpi*-overexpressing MC3T3-E1 cells to control (mock) cells. The results showed that conditioned medium from *Slpi*-overexpressing cells had no effect on osteoblast differentiation (Fig. 2c). Consistently, conditioned medium from *Slpi*-overexpressing cells did not upregulate *Runx2* (Cbfa1/AML3), the osteogenic master gene for bone formation^27,28^, the osteoblast-specific transcription factor Osterix (*Sp7*), or the early osteoblast marker gene *Col1a1* (Supplementary Fig. S6a). The late osteoblast marker gene osteocalcin (*Bglap*) was slightly increased by treatment with conditioned medium (Supplementary Fig. S6a). The addition of recombinant human SLPI to the culture medium also did not enhance ALP activity in MC3T3-E1 cells (Fig. 2d). We confirmed that overexpression of *Slpi* upregulated *Runx2, Sp7*, *Col1a1*, and *Bglap* in MC3T3-E1 cells (Fig. 2e; Supplementary Fig. S6b).

**Fig. 2:**
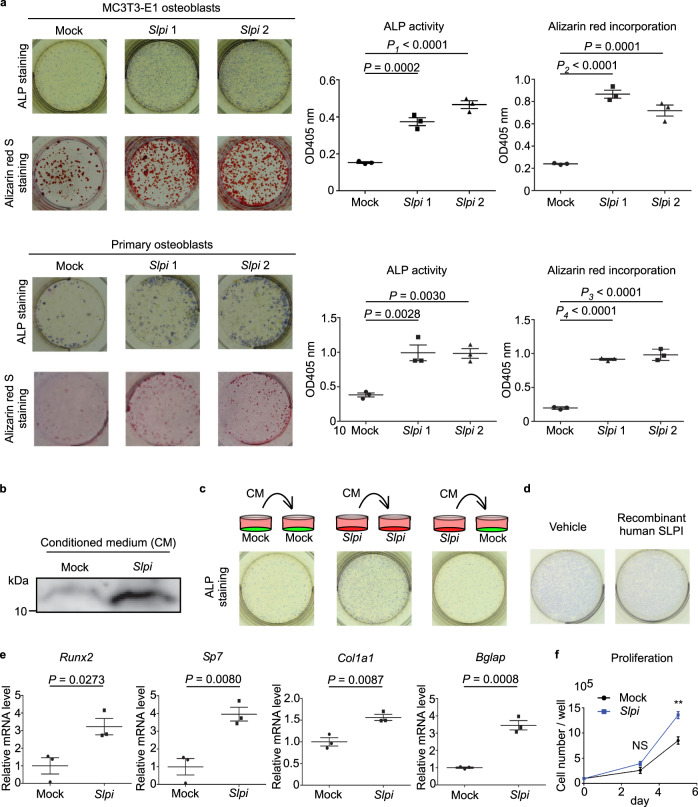
Induction of *Slpi* enhances osteoblast differentiation and proliferation. **a** Representative images of MC3T3-E1 and primary mouse calvarial osteoblasts transfected with either pMX-*Slpi*-IRES-puro or pMX-IRES-puro by alkaline phosphatase (ALP) staining (upper) and Alizarin Red S staining (lower) (*n* = 3 biological replicates per group). β-glycerophosphate was used at a concentration of 10 mM. **b**, Immunoblot of SLPI in conditioned medium from control MC3T3-E1 and *Slpi*-overexpressing cells (Representative blot, *n* = 2 biologically independent experiments). **c** Typical images of ALP staining of MC3T3-E1 cells. Control (mock) or *Slpi* overexpressing (Slpi) MC3T3-E1 cells were treated with mock or *Slpi* conditioned medium under osteogenic conditions for 3 days. **d** ALP-stained images of MC3T3-E1 cells treated with vehicle or human recombinant SLPI (10 µg/mL) under osteogenic conditions for 3 days. **e** qPCR analysis of MC3T3-E1 cells transfected with pMX-*Slpi*-IRES-puro or pMX-IRES-puro (*n* = 3 biological replicates per group). Cells were cultured in osteogenic differentiation medium for 3 days, and the expression levels of osteoblast transcript regulators (*Runx2*, *Sp7*) and differentiation marker genes (*Bglap*, *Col1a1*) were quantified. **f** Proliferation of MC3T3-E1 cells transfected with pMX-*Slpi*-IRES-puro or pMX-IRES-puro. Cells were cultured in α- MEM for 72 or 120 h after adherence (*n* = 3 biological replicates per group). **P = 0.0071. Data are means ± SEM. NS, not significant. Statistical significance was determined by ANOVA with Dunnett’s test (**a**), and two-tailed Student’s *t*-test (**e**, **f**). **a** *P*_*1*_ approximate value < E^−15^*, P*_*2*_ approximate value < E^−15^*, P*_*3*_ approximate value < E^−15^*, and P*_*4*_ approximate value < E^−15^.

Next, to investigate the role of SLPI in osteoblasts, we analyzed its effects on intracellular proteins. Silver staining of intracellular proteins from MC3T3-E1 osteoblasts showed multiple enhanced bands in *Slpi*-overexpressing cells (Supplementary Fig. S6c). These protein extracts were analyzed by liquid chromatography tandem mass spectrometry (timsTOF pro, Bruker) and the results showed that the levels of 694 proteins were increased, while the levels of 131 proteins were decreased, by SLPI in MC3T3-E1 osteoblasts. Although SLPI is a regulator of IκB^13,29^ and proepithelin^16^ degradation, both of which activate osteoblasts^30,31^, the levels of these proteins did not increase. Four proteins detected by mass spectrometry analysis were associated with “positive regulation of osteoblast differentiation,” according to NCBI GO annotations. Of those proteins, catenin beta-1 (β-catenin) was upregulated by SLPI, and higher levels of β-catenin protein were detected by immunoblotting in *Slpi*-overexpressing cells (Supplementary Fig. S6d). Consistent with regulation of intracellular β-catenin levels by the proteasomal degradation pathway, the mRNA levels of β-catenin were not increased by SLPI (Supplementary Fig. S6e). Therefore, canonical Wnt signaling is a candidate downstream target of SLPI, although the mechanistic relationship between SLPI and the ubiquitin-proteasome pathway is unclear.

Because osteoblast proliferation is also an important indicator of osteogenesis, we analyzed the proliferation of cultured MC3T3-E1 cells. Compared with mock MC3T3-E1 cells, the numbers of *Slpi*-overexpressing cells began to increase at day 3; the difference was statistically significant at day 5 (Fig. 2f), indicating that SLPI promotes osteoblast proliferation. The anabolic response of osteoblasts to PTH is in part due to reduced apoptosis of osteoblasts and their precursors^32^. Therefore, we evaluated the antiapoptotic effect of SLPI on MC3T3-E1 cells by flow cytometry. Neither 7AAD^−^ annexin V^+^ (early apoptotic) cell counts nor 7AAD^+^ annexin V^+^ (late apoptotic) cell counts were increased by *Slpi* overexpression (Supplementary Fig. S6f).

The above findings show that SLPI promotes osteoblast proliferation and differentiation by targeting key transcription factors such as β-catenin, Runx2, and Osterix.

### SLPI is associated with adhesion between osteoblasts and osteoclasts

To determine how SLPI affects bone resorption, we explored the paracrine role of SLPI in signaling between osteoblasts and osteoclasts. Because SLPI is a regulator of nuclear factor kappa B (NF-κB) in monocyte-lineage cells, we examined whether osteoclast differentiation via NF-κB signaling^33^ was modulated by SLPI secreted from osteoblast-lineage cells. Treatment with recombinant human SLPI did not affect RANKL-induced osteoclast differentiation in vitro (Fig. 3a). Osteoclastic bone degradation is mediated by cysteine proteases and matrix metalloproteinases, which are not considered mechanistic targets of the serine proteinase inhibitor SLPI^34–36^. Consistent with this, we found that osteoclast pit-forming activity in vitro was not affected by recombinant human SLPI (Fig. 3b). Therefore, SLPI secreted from osteoblasts does not directly affect osteoclast differentiation or bone-resorbing activity.

**Fig. 3:**
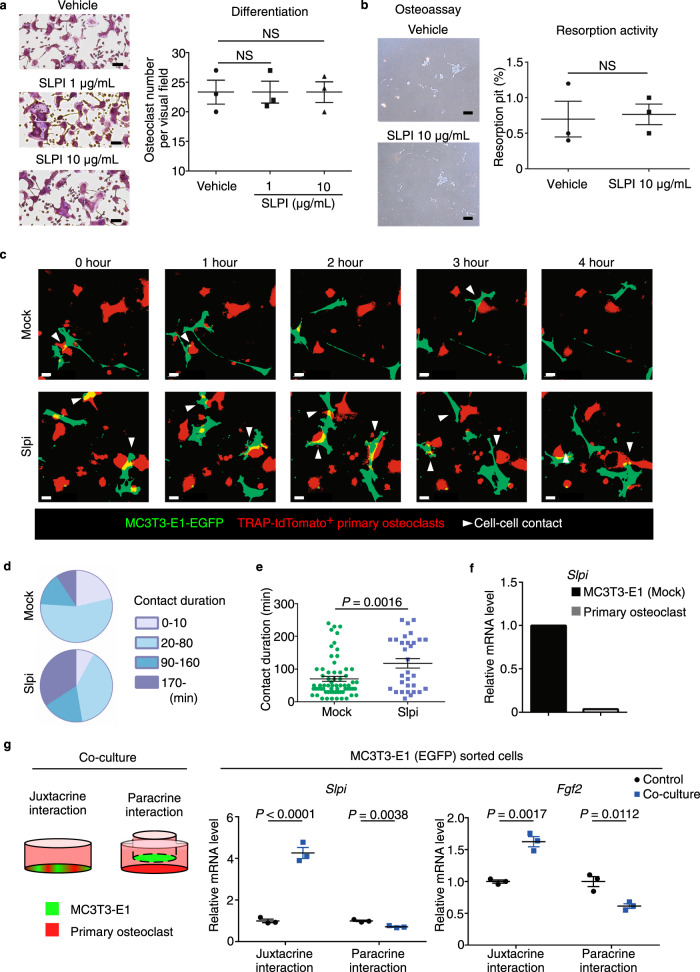
SLPI is associated with adhesion between osteoblasts and osteoclasts. **a** TRAP-stained cells showing the effect of recombinant human SLPI on osteoclastogenesis. Scale bar, 100 µm. Right, numbers of TRAP^+^ cells (*n* = 3 biological replicates per group). **b** Effects of SLPI on the generation of bone resorption pits. Mature osteoclasts were transferred to a Corning Osteoassay Surface in the presence or absence of recombinant human SLPI. After 48 h, cells were removed, and resorption pits were visualized. Scale bar, 200 µm. Right, area of resorption pits (%) (*n* = 3 biological replicates per group). **c** Fluorescence images of mock (upper panel) or *Slpi*-overexpressing (lower panel) MC3T3-E1-EGFP cells in contact with TRAP-tdTomato^+^ primary osteoclasts (Representative image, *n* = 3 biologically independent experiments). Confocal fluorescence microscopy images were acquired at 0, 120, 240, 360, and 480 min. White triangles, direct cell–cell contact. Scale bar, 10 µm. **d**, **e** Analysis of osteoblast–osteoclast contact duration based on the data in **c** (Mock: *n* = 67 cells examined over six independent experiments, *Slpi*: *n* = 31 cells examined over 5 independent experiments). **f** Relative expression levels of *Slpi* in enhanced green fluorescent protein (EGFP)-labeled MC3T3-E1 cells and tdTomato-labeled osteoclasts. After coculture, MC3T3-E1 cells and osteoclasts were separated (*n* = 1 experiment per group). **g** Left, diagrammatic representation of in vitro coculture of osteoclasts with MC3T3-E1-EGFP cells. Right panel shows the effects of coculture on *Slpi* and *Fgf2* expression in MC3T3-E1-EGFP cells (*n* = 3 biological replicates per group). Data are means ± SEM. NS, not significant. Statistical significance was determined by ANOVA with Dunnett’s test (**a**), and two-tailed Student’s *t*-test (**b**, **e**, **g**).

Proteases and protease inhibitors are associated with cellular detachment from surrounding components. Indeed, SLPI in osteoblasts is reportedly associated with focal cell adhesion^37^. Therefore, we examined the effect of SLPI on adhesion between osteoblasts and osteoclasts by coculture experiments. When control (mock) MC3T3-E1 cells were cultured with primary osteoclasts, the duration of osteoblast-osteoclast colocalization was generally less than 1 h (Fig. 3c, d; Supplementary Movie 5). In contrast, induction of *Slpi* in MC3T3-E1 cells slightly increased the ratio of long cell-cell contact (Fig. 3c, d; Supplementary Movie 6). Consistent with these findings, quantitative analysis revealed that contact duration was significantly increased by *Slpi* induction (Fig. 3e). Also, *Slpi* mRNA was expressed in EGFP^+^ osteoblastic cells, but not in tdTomato^+^ osteoclasts, in coculture experiments (Fig. 3f).

Given that SLPI promotes leukocyte chemotaxis in vitro^38^, we examined whether SLPI secreted from osteoblasts directly attracts osteoclasts. We evaluated the effects of SLPI inhibition by commercially available neutralizing antibodies on osteoclast mobility. Time-lapse imaging was performed to assess cocultures of MC3T3-E1 cells and primary osteoclasts until 12 h after treatment with an SLPI neutralizing antibody or an IgG isotype-matched control antibody. However, treatment with an SLPI neutralizing antibody did not inhibit the osteoblast–osteoclast contact enhanced by SLPI (Supplementary Fig. S7).

Next, to investigate the molecular mechanisms by which *Slpi* induces colocalization of osteoblasts with osteoclasts further, we performed an RNA-Seq analysis using control (mock) MC3T3-E1 cells and *Slpi*-overexpressing cells (Supplementary Fig. S8a). 

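MC3T3-E1 cells are a line of osteoblast precursors from mouse calvaria. RNA-Seq values from 3 libraries of mock cells and 3 of *Slpi*-overexpressing MC3T3-E1 cells were compared. The cells had been transduced with a retroviral vector, empty or with mouse *Slpi* cDNA. The methods describe selecting stable transformants with puromycin, but not whether each library came from its own transduction. The *p* values of this comparison thus measure the spread between libraries and may not cover differences between transduced populations. The methods give the same SMART-Seq v4 and KAPA library kits for both RNA-Seq experiments, while the sample labels give a TruSeq stranded mRNA kit for these libraries. The authors deposited FPKM, rounded to a fixed number of decimals, made as for the sorted osteoblasts. The FPKM of a library summed to between 541932.2 and 599746.4, and between 11049 and 11156 genes per library had an FPKM of at least 1. Relative to mock replicate 1, the depth was 0.991 and 0.907 in mock replicates 2 and 3 and 0.883, 0.870 and 0.882 in *Slpi* replicates 1, 2 and 3. Pearson's r between replicates, across genes, lay between 0.983 and 0.991. Of 11466 genes tested with limma as above, 86 were at least 2-fold higher and 44 at least 2-fold lower in *Slpi*-overexpressing cells at an unadjusted *p* under 0.05. With the Benjamini-Hochberg adjustment, 84 were higher and 44 lower. A pseudocount of 0.1 moved the unadjusted counts most, to 137 higher and 129 lower genes. *Slpi* itself rose from an FPKM of 386 ± 9.20 to 1975 ± 129 (SD, n = 3 each), a log2 fold change of 2.35 (standard error 0.0491, limma adjusted *p* = 3.9e-08). It stayed between 2.30 and 2.40 with each library left out in turn. The largest rises were those of *Mir8097*, *Snora65*, *Tcf7*, *Abi3* and *Ifitm5*, with log2 fold changes of 6.23, 4.79, 3.50, 3.48 and 3.47. *Mir8097* was listed at 0 in all mock libraries and at 8.79, 294 and 144 FPKM in the *Slpi* libraries, and *Snora65* at 0 in mock replicates 1 and 3. The largest falls were those of *Mir6376*, *Crabp1*, *Nov*, *Slc26a7* and *Xlr*, with log2 fold changes of -5.34, -1.88, -1.84, -1.54 and -1.47.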

Chemokines and growth factors have key roles in physiological bone remodeling by controlling migration, and localization of osteoclasts and their precursors^39,40^. However, these factors were overall not remarkably changed by SLPI in osteoblasts (Supplementary Fig. S8a). Similarly, we did not observe reduced expression of the repulsive guidance factor Plexin-B1, which is known to contribute to the spatial segregation of osteoblasts and osteoclasts^41,42^ (Supplementary Fig. S8a).

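Chemokine and growth factor families fixed by symbol before the data were examined held 54 tested genes. Of the 130 genes changed at least 2-fold in *Slpi*-overexpressing cells, 4 belonged to them, an odds ratio of 7.17 (two-sided Fisher's exact test, *p* = 0.00322, or 0.0129 after Benjamini-Hochberg adjustment over the 4 gene sets tested). *Tnfrsf11b*, which encodes osteoprotegerin, rose from an FPKM of 7.39 ± 0.448 to 47.3 ± 4.72 (SD, n = 3 each; log2 fold change 2.52, limma adjusted *p* = 1.7e-07). *Pdgfa* and *Sema3d* were higher as well, the latter from 0.110 ± 0.0295 to 1.23 ± 0.140 FPKM (SD, n = 3 each). *Igf1* fell from 56.2 ± 4.33 to 22.8 ± 2.01 FPKM (SD, n = 3 each), a log2 fold change of -1.27. At any size of change, 40 of the 54 genes had an unadjusted limma *p* under 0.05. So did 116 of 181 and 59 of 77 genes in the Wnt lists described below. This count therefore does not set the families apart. *Tnfrsf11b*, a decoy receptor, and *Sema3d*, a semaphorin with a log2 fold change of 1.01, are neither chemokines nor growth factors. With *Tnfsf11*, *Tnfrsf11b* and the semaphorins left out of the list, an alternative chosen after seeing the data that moved the result most, 2 of 46 genes were counted and the odds ratio was 4.01 (two-sided Fisher's exact test, *p* = 0.0956).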

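*Plxnb1*, which encodes Plexin-B1, lies on chromosome 9 from 109095389 to 109119917 of mm10. Its FPKM was 3.55 ± 0.0422 (SD, n = 3) in mock and 5.57 ± 0.602 (SD, n = 3) in *Slpi*-overexpressing MC3T3-E1 cells. The log2 fold change of 0.53 (standard error 0.0703, limma adjusted *p* = 3.1e-04) stayed between 0.45 and 0.58 with each library left out in turn. All *Slpi* libraries lay above all mock libraries (two-sided exact permutation test, *p* = 0.10). With an unmoderated linear model the adjusted *p* was the highest of the alternatives run for it, at 0.00884.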

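The Ingenuity canonical pathways were not used here, and gene sets of the Reactome database were tested in their place. Of the 181 tested genes of the set Signaling by Wnt, 4 were among the 130 genes changed at least 2-fold in *Slpi*-overexpressing MC3T3-E1 cells, an odds ratio of 2.00 (one-sided Fisher's exact test, *p* = 0.15, or 0.200 after Benjamini-Hochberg adjustment over the 4 gene sets tested). All 4 were higher. *Wnt7b* rose from an FPKM of 0.0933 ± 0.0148 to 3.53 ± 0.407 (SD, n = 3 each), with a log2 fold change of 2.04. The log2 fold changes of *Axin2*, *Wif1* and *Lef1* were 1.66, 1.61 and 1.45 (limma adjusted *p* = 3.9e-06, 3.5e-07 and 4.2e-06). *Wif1* lies on chromosome 10 from 121033960 to 121100650, in a region where the 58 tested genes had a median log2 fold change of 0.56. With a list of 77 tested Wnt genes chosen by symbol before the data were examined, which moved the result most, 6 genes were counted, *Tcf7* and *Nkd2* besides those named, and the odds ratio was 7.68 (one-sided Fisher's exact test, *p* = 2.3e-04). Camera in limma, which ranks a set among all tested genes, gave this list a *p* of 0.659 with a shift downwards.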

Notably, among the canonical pathways affected by SLPI, Wnt/β-catenin signaling was one of the most significantly affected (Supplementary Fig. S8b), consistent with the regulation of β-catenin by SLPI (Supplementary Fig. 6d). RhoA signaling was another pathway significantly affected by SLPI (Supplementary Fig. S8b). Rho-associated coiled-coil kinases (ROCKs) are pivotal downstream effectors of RhoA. Immunoblot analysis revealed that ROCK2, but not ROCK1, was upregulated at the protein level in *Slpi*-overexpressing cells (Supplementary Fig. S8c). ROCK inhibitor Y-27632 significantly prevented the osteoclast-osteoblast contact that had been promoted by SLPI, suggesting that ROCK is associated with *Slpi*-induced osteoblast-osteoclast adhesion (Supplementary Fig. S8d). Moreover, *Slpi*-overexpressing MC3T3-E1 cells had comparably enhanced transmembrane glycoprotein ICAM-1 expression (Supplementary Fig. S8e). These results were consistent with previous studies showing that RhoA signaling is associated with heterotypic cell–cell adhesion, such as hematopoietic stem cell-niche cell adhesion^43^, and osteoblast–osteoclast adhesion^44^, through the expression of transmembrane cell adhesion molecules^44,45^.

Next, we analyzed how interactions between osteoblasts and osteoclasts influenced the activities of both cell types. With respect to bone formation, coculture of osteoblasts and osteoclasts reportedly promoted mineralization in osteoblasts^46^. Consistent with this observation, the presence of differentiated osteoclasts led to markedly increased ALP activity in primary osteoblasts (Supplementary Fig. S9a, b). Alizarin Red S staining revealed that the presence of mature osteoclasts led to markedly increased mineralization in primary osteoblasts (Supplementary Fig. S9a, b). Notably, direct coculture with mature osteoclasts for 24 h significantly increased *Slpi* expression in MC3T3-E1 cells (juxtacrine interaction in Fig. 3g). In addition, the expression of *Fgf2*, which was upregulated in PTH-treated osteoblasts, was increased in the presence of osteoclasts. We also performed experiments using the Transwell system, which enables sharing of culture medium between osteoblasts and osteoclasts without direct contact. However, *Slpi* and *Fgf2* expression in osteoblasts did not increase under this condition (paracrine interaction in Fig. 3g), suggesting that direct osteoblast–osteoclast contact plays a role in increasing the levels of these anabolic factors. With respect to bone resorption, the presence of differentiated MC3T3-E1 cells inhibited bone marrow macrophages from undergoing osteoclastogenesis (Supplementary Fig. S9c). Resorption pit formation by mature osteoclasts was also reduced during coculture with differentiated MC3T3-E1 cells (Supplementary Fig. S9d). Collectively, these results suggest that the close contact between osteoblasts and osteoclasts would result in increased bone formation and decreased bone resorption. Therefore, SLPI-induced colocalization presumably promotes interactions between osteoblasts and osteoclasts, modifying the activities of both cell types to facilitate the anabolic action of PTH.

### The PTH-induced direct association between osteoblasts and osteoclasts was disrupted in the absence of Slpi

Cell-to-cell attraction and cell stickiness promote the intermingling of different cell types, whereas tension between cells results in their segregation^47^. Therefore, we used intravital multi-photon microscopy to determine whether SLPI-mediated heterophilic interaction impacted PTH-induced bone cell distribution in vivo. We developed a system enabling simultaneous visualization of osteoblasts and osteoclasts using double transgenic Col2.3-ECFP/tartrate-resistant acid phosphatase (TRAP)-tdTomato reporter mice^2^. We crossed these mice with *Slpi*-KO mice, and compared the living bone tissue of anabolic PTH-treated mice. ECFP^+^ osteoblasts and tdTomato^+^ osteoclasts were increased after 3 weeks of PTH treatment (Fig. 4a–c). The densities of ECFP^+^ osteoblasts and tdTomato^+^ osteoclasts between *Slpi*-KO and WT mice were similar after PTH treatment (Fig. 4a–c). However, the degrees of osteoblast and osteoclast gathering both increased, and their intermingling was disrupted by knockout of *Slpi*. Quantification of the cell mixture index (CMI), a cell mixture parameter calculated mathematically by hierarchical clustering^2^, demonstrated that the intermingling enhanced by PTH was partially but significantly disrupted in *Slpi*-KO mice, compared to WT mice (Fig. 4a, d; Supplementary Fig. S10). Consistent with this, the number of dynamic osteoblast–osteoclast contact events normalized to the surface area of osteoblasts or osteoclasts was significantly decreased in *Slpi*-KO mice, according to three-dimensional co-localization analysis of time-lapse images (Fig. 4e–g). These results demonstrate that SLPI changes bone cell distribution, resulting in altered cell–cell communication in the setting of PTH anabolism in vivo.

**Fig. 4:**
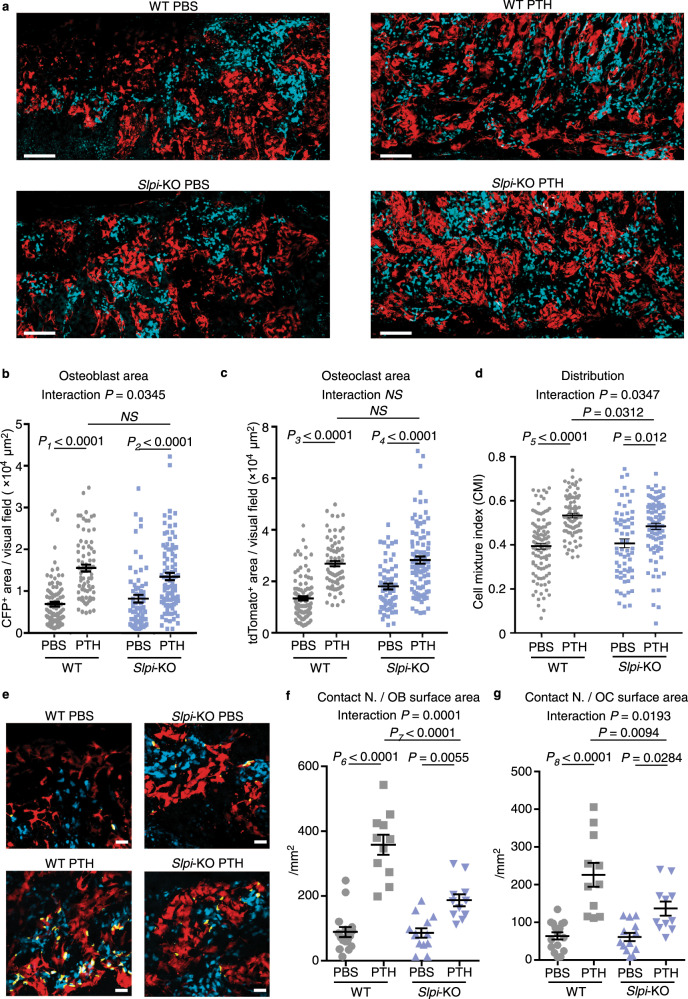
The PTH-induced direct association between osteoblasts and osteoclasts was disrupted in the absence of SLPI. **a** Maximum-intensity projection (MIP) images of skull tissues obtained by intravital microscopy (Representative image, *n* = 6 biologically independent experiments). Left panel, tiling image of Col2.3-ECFP/TRAP-tdTomato/*Slpi*^WT/WT^ mice; right panel, image of Col2.3-ECFP/TRAP-tdTomato/*Slpi*^KO/KO^ mice at 3 weeks after intermittent PBS (upper panel) or PTH (lower panel) treatment. Cyan, mature osteoblasts; red, mature osteoclasts. Scale bar, 200 µm. **b** Areas of ECFP^+^ mature osteoblasts per visual field in the tiling image. Cyan^+^ (mature osteoblast) areas were binarized using Otsu’s thresholding method. **c** Areas of tdTomato^+^ mature osteoclasts per visual field in the tiling image. tdTomato^+^ (mature osteoclast) areas were binarized using Otsu’s thresholding method. **d** Cell mixture index (CMI) values per visual field in WT mice. **b**–**d** WT PBS: *n* = 103 images from six mice, WT PTH: 80 images from five mice, *Slpi*-KO PBS: 64 images from five mice, *Slpi*-KO PTH: 93 images from six mice. **e**, MIP images of 3D colocalization. Left panel, Col2.3-ECFP/TRAP-tdTomato/*Slpi*^WT/WT^ mice; right panel, Col2.3-ECFP/TRAP-tdTomato/*Slpi*^KO/KO^ mice, at 3 weeks after intermittent PBS (upper panel) or PTH (lower panel) treatment (Representative image, *n* = 6 biologically independent experiments). Cyan, mature osteoblasts; red, mature osteoclasts. Contact areas (yellow) were defined as the areas of osteoblast and osteoclast colocalization. Scale bar, 200 µm.Numbers of contacts between osteoblasts and osteoclasts; data were normalized to the surface area of ECFP^+^ osteoblasts (**f**), and tdTomato^+^ osteoclasts (**g**), respectively (WT PBS: *n* = 11 mice, WT PTH: 11 mice, *Slpi*-KO PBS: 16 mice, *Slpi*-KO PTH: 13 mice). Data are means ± SEM. NS, not significant. Statistical significance was determined by ANOVA with Tukey’s test (**b**, **c**, **f**, **g**), and by Welch’s ANOVA followed by Bonferroni’s multiple comparisons test (**d**). **b** *P*_*1*_ exact value = 3.4E^−13^, *P*_*2*_ exact value = 9.6E^−9^. **c** *P*_*3*_ exact value = 4.3E^−13^, *P*_*4*_ exact value = 4.9E^−5^. **d** *P*_*5*_ approximate value < E^−15^. **f** *P*_*6*_ exact value = 2.1E^−12^, *P*_*7*_ exact value = 4.2E^−6^. **g** *P*_*8*_ exact value = 2.5E^−7^.

## Discussion

Bone remodeling is achieved by the orchestration of two cell types that have opposite functions, i.e., bone-resorbing osteoclasts and bone-forming osteoblasts. PTH has been used clinically to stimulate bone formation by enhancing the activities of osteoblasts and osteoclasts in a coordinated manner, although the precise underlying mechanisms remain unclear^11,48^. In this study, we showed that *Slpi* is one of the genes most highly upregulated by PTH in osteoblasts and is critical for the osteoanabolic action of PTH. SLPI exerts two distinct functions: (1) it acts within osteoblasts themselves and enhances bone formation by controlling gene expression, and (2) it enhances adhesive force to neighboring osteoclasts, thereby increasing cell–cell communication between osteoblasts and osteoclasts^2^ (Fig. 5). Therefore, SLPI expression by osteoblasts concurrently regulates the activity of osteoblasts themselves, and their surrounding microenvironment.

**Fig. 5:**
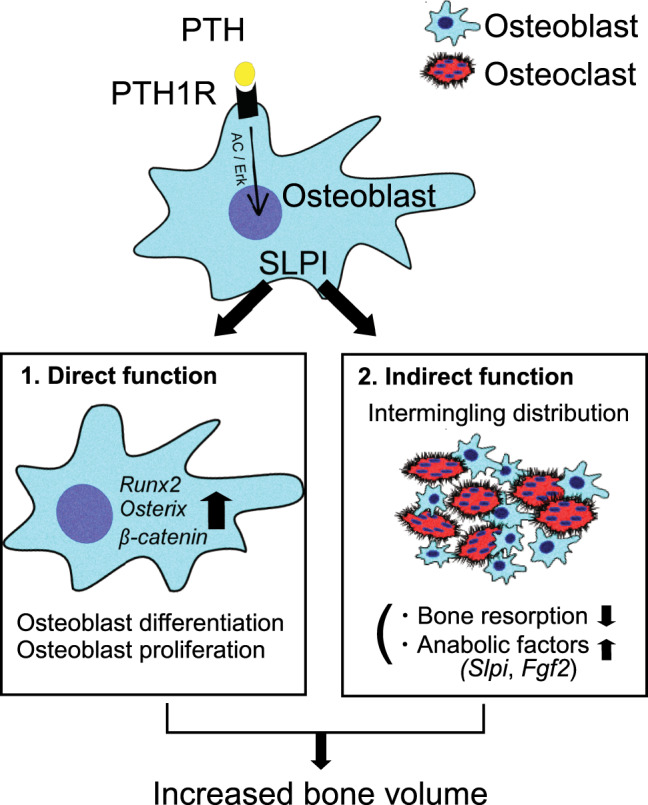
Model of SLPI functions in bone metabolism. Parathyroid hormone (PTH) binding to parathyroid hormone 1 receptor (PTH1R) upregulates SLPI expression via the pathways of adenylyl cyclase (AC)/protein kinase A, and Erk. SLPI directly acts in osteoblasts to enhance bone formation by controlling gene expression. Additionally, SLPI promotes the adhesion of osteoblasts to neighboring osteoclasts, thereby increasing direct cell–cell contact. This indirect effect creates a microenvironment in the reversal phase, leading to stimulation of *Slpi* and *Fgf2* expression in osteoblasts, and inhibition of osteoclastic bone resorption.

Similar bifunctional activity has also been reported for some molecules related to innate immunity and tissue regeneration, such as high mobility group box-1 (HMGB1) and thymidine phosphorylase (TYMP). HMGB1 is a nuclear DNA-binding protein that is involved in transcriptional regulation by p53 or NF-κB. On the other hand, upon its release from dead or damaged cells, HMGB1 also acts as a ligand that activates macrophages and dendritic cells through damage-associated molecular patterns^49^. TYMP, also known as platelet-derived endothelial cell growth factor, catalyzes the hydrolysis of thymidine to ensure the availability of a pyrimidine nucleotide pool^50^. TYMP is secreted and promotes angiogenesis by inducing proliferation and migration of endothelial cells^51,52^. While the functions seem to be independent in these examples, the function of SLPI is characteristic because both functions contribute to the same consequence: an increase in bone mass. SLPI is a reasonable candidate mediator for finely controlling bone metabolism.

In addition to the interaction between osteoblasts and mature osteoclasts, the recruitment of osteoclast precursors (or monocytes/macrophages) might support the anabolic activity of PTH. Indeed, some types of macrophages are associated with PTH anabolism in bone^53^. Previous studies have shown that the migration of osteoclast precursors is regulated by chemokines (e.g., CCR1 chemokines^39^), and growth factors (e.g., platelet derived growth factor BB^40^). In our model, the expression levels of *Ccl5* and *Pdgfa* were increased in *Slpi*-overexpressing osteoblasts, implying that these chemotactic factors may contribute to the attraction of osteoclast precursors (Supplementary Fig. S7a). Moreover, given the partial contribution of SLPI to PTH-induced change in CMI in the present study, there might be an additional, *Slpi*-independent pathway for regulation of bone cell re-distribution. 

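*Ccl5* lies on chromosome 11 from 83525778 to 83530518 of mm10. Its FPKM was 6.75 ± 1.04 (SD, n = 3) in mock and 8.63 ± 0.316 (SD, n = 3) in *Slpi*-overexpressing MC3T3-E1 cells. The log2 fold change of 0.32 (standard error 0.0875, limma adjusted *p* = 0.0125) stayed between 0.26 and 0.43 with each library left out in turn, and the adjusted *p* ranged from 5.6e-04 to 0.0773 over the alternatives run for it. *Pdgfa*, on chromosome 5 from 138976014 to 138997370, had an FPKM of 22.4 ± 1.71 (SD, n = 3) in mock and 60.2 ± 5.12 (SD, n = 3) in *Slpi*-overexpressing cells. Its log2 fold change was 1.39 (standard error 0.0722, limma adjusted *p* = 3.6e-06). For both genes each *Slpi* library lay above each mock library (two-sided exact permutation test, *p* = 0.10). From these increases, the paper proposes that the encoded factors may contribute to attracting osteoclast precursors.

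**Figure D2:**
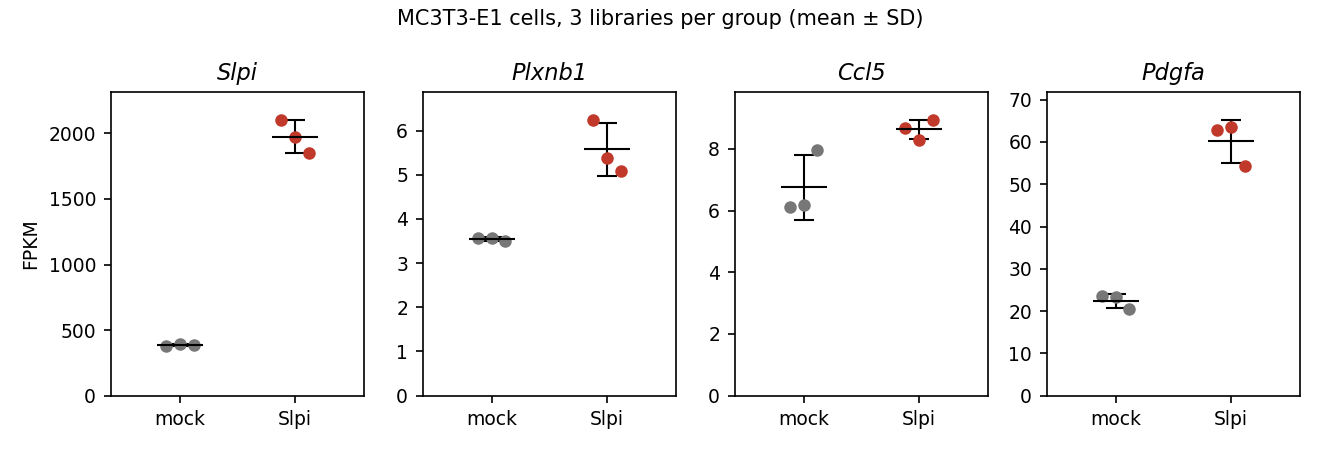
FPKM of *Slpi*, *Plxnb1*, *Ccl5* and *Pdgfa* in mock and *Slpi*-overexpressing MC3T3-E1 cells, with 1 point per library and the mean ± SD of 3 libraries on linear axes from 0. The *Pdgfa* libraries sit between 20.4 and 23.5 FPKM in mock cells and between 54.3 and 63.5 FPKM in *Slpi*-overexpressing cells, and the *Ccl5* groups are closest, at 7.96 FPKM in the highest mock library and 8.30 FPKM in the lowest *Slpi* library.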

Particularly, cysteine-X-cysteine family chemokine ligand 1 (*Cxcl1*) is highly upregulated in osteoblasts by PTH treatment, and direct osteoclast chemotactic migration^54^. Although the analytical method to evaluate osteoblast-osteoclast precursor communication has not been established yet, the roles of such chemokines in PTH anabolism, as well as migration of osteoclast precursors, should be investigated in the future.

In general, matrix metalloproteases have been considered to play roles in cellular detachment from surrounding components^55^, while serine proteases may also be involved in cell adhesion^56,57^. SLPI plays a role in focal adhesion of cancer cells to the surrounding environment^58^. In our analysis, we focused on the fact that RhoA signaling and ROCK2 protein were affected by the expression of SLPI, as RhoA signaling is associated with cell–cell adhesion through the expression of transmembrane cell adhesion molecules. Given such multiple roles for RhoA signaling, further studies are needed to determine the in vivo role of ROCK proteins in the anabolic state of PTH.

Finally, we should also consider the limitations of this study. Bone histomorphometry showed that intermittent PTH treatment did not significantly change the osteoclast parameters, osteoclast surface/bone surface (Oc.S/BS) or eroded surface (ES/BS), in either WT or *Slpi*-KO mice (Supplementary Table S1). This was partially because bone histomorphometry works well for evaluation of bone formation, but it is less reliable when used to evaluate the dynamism of bone resorption^59^. Oc.S/BS and ES/BS are static measures of resorption surfaces, but provide no direct information concerning the dynamic status of osteoclast activity. In particular, bone histomorphometry did not necessarily reflect PTH-activated bone resorption both in our data and in previous reports by another group^60^. To evaluate the dynamic feature of osteoclast activity influenced by PTH, we analyzed serum CTX levels^61^, and showed that intermittent PTH treatment did not increase bone resorption in WT mice, but did increased it in *Slpi*-KO mice, suggesting a substantial effect of SLPI on bone resorption in PTH anabolism.

In conclusion, based on in vivo screening of gene expression in osteoblasts, we analyzed the bone phenotype of *Slpi*-KO mice and found that SLPI was strongly associated with PTH anabolism. Analysis of the molecular and cellular networks related to PTH anabolism will provide effective information in terms of the optimal usage of this drug and may facilitate the development of therapies for intractable bone diseases.

## Methods

### Mice

C57BL/6J mice were obtained from CLEA Japan (Tokyo, Japan). *Slpi*-KO mice were kindly provided by A. Nakamura’s laboratory (Tohoku Medical and Pharmaceutical University, Sendai, Japan)^23^. The generation of Col2.3-ECFP and TRAP-tdTomato mice was described previously^2,62^. Mice were randomized to the treatment or control group. The mice were bred and maintained under specific pathogen-free conditions at the animal facilities of Osaka University (Osaka, Japan). These mice were maintained in 12-h light/12-h dark cycles, and the housing temperature and humidity were 23 ± 1.5 °C and 45 ± 15%, respectively. We have complied with all relevant ethical regulations for animal testing and research. Animal experiments were performed in accordance with the experimental animal guidelines of Osaka University under approved protocols.

### PTH administration

Intermittent PTH injections were administered to the mice (vehicle, phosphate-buffered saline [PBS], or human PTH (1–34) [teriparatide; Asahi Kasei Pharma Corporation, Tokyo, Japan]). The dose of hPTH (1–34) was 40 µg/kg body weight per day, or vehicle on 5 days per week, delivered via subcutaneous injection for the indicated period, as described previously^18^.

For RNA-seq and qPCR analysis, 12-week-old female Col2.3-ECFP mice were treated with PTH and evaluated at 1 day, 1 week, and 3 weeks later. Osteoblasts were harvested at 24 h after the final injection of intermittent PTH

For continuous PTH administration, osmotic pumps (1004; Alzet, Cupertino, CA, USA) were placed subcutaneously between the shoulder blades. Human PTH (1–34) (40 µg/kg body weight per day) was infused with pumps for the indicated period^63^.

### Isolation of bone cells from adult bones

We isolated bone cells from female adult mice in accordance with a previously reported method^22,64^. Calvaria, humerus, ulnas/radius, hips, tibia, and femur bones were crushed, then washed with Hank’s balanced salt solution. Bone tips were incubated in a 3 mg/mL solution of type I collagenase (Worthington) at 37 °C for 25 min. This incubation in collagenase solution was repeated twice (digestions 1–3). Next, bone pieces were incubated in 5 mM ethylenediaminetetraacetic acid (EDTA) solution (digestion 4). Digestions 1–4 were subjected to flow cytometry for isolation of osteoblasts and MSCs.

### Flow cytometry and cell sorting

Measurements were performed on a FACS Aria II (BD Biosciences, San Jose, CA, USA) and SH800 cell sorter (Sony, Tokyo, Japan), then analyzed using FlowJo software (TreeStar, Ashland, OR, USA). Single-cell suspensions were blocked with anti-CD16/32 antibody (BD Biosciences) for 10 min, followed by staining using flow cytometry (FACS) buffer (1× PBS, 4% heat-inactivated FCS, and 2 mM EDTA) for 15 min. The antibodies for flow cytometry were as follows: anti-CD45-APC (1:50, 103112, BioLegend, San Diego, CA, USA), anti-CD45-FITC (1:50, 103108, BioLegend), anti-CD31-FITC (1:50, 102405, BioLegend), anti-F4/80-PE/Cy7 (1:50, 123113, BioLegend), anti-Ly6C-APC (1:50, 560595, BD Biosciences), anti-Ly6G-BV421 (1:50, 127627, BioLegend), anti-Sca1-APC (1:50, 108111, BioLegend), anti-CD51-PE (1:100, 104105, BioLegend), Streptavidin-PE (1:100, 405203, BioLegend), and Streptavidin-FITC (1:50, 405201, BioLegend), Annexin V-FITC (1:50, 640905, BioLegend), and 7AAD (559525, BD Pharmingen, San Diego, CA, USA).

### RNA-Seq analysis

For in vivo osteoblast analysis, 7AAD^-^Lin^-^CD45^-^ECFP^+^ cells from Col2.3-ECFP mice, treated with intermittent vehicle or PTH (1-34), were isolated using the BD FACSAria II instrument. Osteoblasts were harvested at 24 h after the final injection of PTH or vehicle. Total RNA was purified using an miRNeasy Micro Kit (Qiagen, Hilden, Germany). For in vitro MC3T3-E1 cell analysis, subconfluent cells were digested in QIAZOL (Qiagen) to extract total RNA, in accordance with the manufacturer’s instructions. cDNA was generated using a SMART-Seq v. 4 Ultra Low Input RNA Kit (TaKaRa Clontech, Mountain View, CA, USA). Each cDNA sample was sheared (200–500 bp) using the Covaris S220 system (Covaris, Woburn, MA, USA) and prepared using KAPA Library Preparation Kits (Kapa Biosystems, Wilmington, MA, USA) in accordance with the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA) in 75-base single-end mode; Illumina Casava v. 1.8.2 software was used for base-calling. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat v. 2.0.13 in combination with Bowtie2 v. 2.2.3 and SAMtools v. 0.1.19. The fragments per kilobase of transcript per million mapped reads (FPKM) were calculated using Cuffnorm v. 2.2.1. Bioinformatics analyses were performed using Integrated Differential Expression and Pathway Analysis (iDEP) v. 0.81, and Ingenuity Pathway Analysis software (Ingenuity Systems; Qiagen). The raw data have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE145462).

### Quantitative reverse transcription-polymerase chain reaction

Total RNA and cDNA were prepared using a Maxwell Simply RNA kit (Promega, Madison, WI, USA) and Superscript III reverse transcriptase (Invitrogen, Carlsbad, CA, USA). Real-time PCR was performed with a Thermal Cycler Dice Real-Time System (TaKaRa Bio, Shiga, Japan) using SYBR Premix EX Taq (TaKaRa Bio). The relative levels of the mRNAs of interest were calculated using the 2^−ΔΔCt^ method. The mRNA level of *Gapdh* was used as the internal control. The primer sequences are listed in Supplementary Table S2.

### Microstructure analysis

Micro-computed tomography (CT) was performed on the secondary trabeculae of distal femoral metaphyses. A cone-beam X-ray µCT system (ScanXmate-RB-0-SS150; Comscantecno, Yokohama, Japan) was used to obtain CT images of femoral bone samples. The settings were as follows: tube voltage, 70 kV; tube current, 0.1 mA; and voxel size, 12.0 µm. The 3D images were reconstructed and analyzed using TRI/3D-BON software (Ratoc System Engineering, Kyoto, Japan). Regions of interest were drawn 500 µm from the end of each epiphyseal growth plate to points 1.0 mm along the cortical wall. Bone was segmented from surrounding tissue using a threshold of 700 mgHA/cm^3^.

### Bone histomorphometric analysis

Female mice were injected subcutaneously with 20 mg/kg body weight calcein (Sigma-Aldrich, St. Louis, MO, USA) at 72 and 24 h before sacrifice^65^. Tibias were collected and fixed in 70% ethanol. For histomorphometric analysis, tibias were embedded in glycolmethacrylate and toluidine blue staining was performed on sagittal sections. Calcein labeling was visualized using an inverted light microscope (DM-IL-LED-3; Leica Microsystems, Wetzlar, Germany). Quantitative bone histomorphometric measurements were performed in the secondary spongiosa using a Histometry-RT light microscope (System Supply, Nagano, Japan).

### Measurement of bone metabolic markers

Female mice were fasted for 24 h before blood sampling. Blood was drawn via the inferior vena cava at 24 h after the final injection of PTH or vehicle. Blood specimens were centrifuged at 2000 × *g* for 15 min in gel-separation tubes (TS-701; Sato Kasei Kogyosho Co. Ltd., Tochigi, Japan) to obtain serum. An enzyme-linked immunosorbent assay (ELISA) was used for quantitation of P1NP (Immunodiagnostics Systems, Fountain Hills, AZ, USA) and CTX (RatLaps TM; Immunodiagnostics Systems) in serum.

### Cell culture of osteoblasts

MC3T3-E1 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Primary osteoblasts were isolated from 2-day-old neonatal mouse calvaria as described previously^66^. Briefly, calvaria were subjected to five sequential digestions in 0.25% trypsin, 0.1% EDTA, and 0.32% collagenase type II (Worthington Biochemical Corp., Freehold, NJ, USA) solution for 25 min at 37 °C. Cell fractions 2–5 were collected as primary osteoblasts. Adult primary osteoblasts derived from bone marrow were prepared as described previously^67^. Briefly, bone marrow cells from mouse long bones were seeded (2.5 × 10^5^ cells per cm^2^) and expanded to obtain bone marrow stromal cells (BMSCs). Before differentiation, BMSCs were purified by negative selection with MACS CD45 microbeads (Miltenyi Biotec., Bergisch Gladbach, Germany).

For in vitro differentiation, osteoblasts were cultured with 50 µg/mL ascorbic acid (Wako Pure Chemical Co, Tokyo, Japan) and 10 mM β-glycerophosphate (Sigma-Aldrich) in α-minimum essential medium (MEM) supplemented with 10% (v/v) fetal bovine serum, 0.22% sodium bicarbonate, 100 U/mL penicillin, and 100 µg/mL streptomycin.

ALP staining was performed using naphthol-ASMX as the substrate and Fast Blue RR salt as the coupler. ALP activity was detected using pNPP (4-nitrophenyl phosphate) with a TRACP & ALP Assay Kit (TaKaRa) as a colorimetric substrate, then measured by spectrophotometry at 405 nm. Staining and quantification of ALP activity were performed at 3 and 7 days after differentiation of MC3T3-E1 cells and primary osteoblasts, respectively.

Alizarin Red S staining and its quantification were performed using a Mineralization Quantification Kit (PG-Research, Tokyo, Japan). Staining was performed at 14 days after differentiation of MC3T3-E1 osteoblasts and primary osteoblasts. Quantification of Alizarin Red S staining was via extraction with formic acid. The amount of dye released was quantified by spectrophotometry at 405 nm.

For the generation of conditioned medium, supernatants from subconfluent cultures of MC3T3-E1 cells were collected and passed through a 0.45 µm filter to eliminate cells, diluted with one volume of α-MEM, and used as conditioned medium.

For analysis of PTH1R signaling, osteoblasts were cultured under serum-free conditions for 12 h and topically treated with the following stimulators or inhibitors at the indicated concentrations:

Human PTH (1-34): PBS; 24.3 nM

Forskolin (Sigma-Aldrich): DMSO; 5 µM

PMA (Sigma-Aldrich): DMSO; 100 nM

A23187 (Sigma-Aldrich): DMSO; 5 µM

Rp-cAMPS (Sigma-Aldrich): DMSO; 25 µM

H89 (Calbiochem; Sigma-Aldrich): DMSO; 1 µM

U0126 (Cayman Chemical, Ann Arbor, MI, USA): DMSO; 10 µM

### Retroviral and lentiviral gene transfer

The retroviral vector, pMX-*Slpi*-IRES-Puro, was constructed by inserting *Eco*RI and *Xho*I fragments of the full-length mouse *Slpi* cDNA into pMX-IRES-Puro. Retroviral packaging was performed by transfecting the plasmids into Plat-E (Cell Biolabs, Inc., CA, USA) cells using FuGENE6 (Promega)^68^. Two days after inoculation, MC3T3-E1 cells or primary osteoblasts were incubated with viral supernatant from pMX-IRES-Puro and pMX-*Slpi*-IRES-Puro virus-producing Plat-E cells, together with polybrene (8 µg/mL) for 12 h. Seven days after infection, the cells were treated with puromycin (10 µg/mL) to select stable transformants.

To generate the MC3T3-E1-EGFP cell line, enhanced green fluorescent protein (EGFP) (pEGFP-C1; Clontech) was inserted into the CSII-EF-MCS vector (provided by Dr. Miyoshi of RIKEN-BRC, Tsukuba, Japan) and transfected into HEK293T cells (ATCC) with packaging plasmids^69^. Two days after inoculation, MC3T3-E1 cells were incubated with lentiviral supernatant from virus-producing HEK293T cells, together with polybrene (8 µg/mL), for 12 h. Stable transformants were selected using an SH800 cell sorter (Sony).

### Evaluation of osteoblast proliferation

The proliferation of osteoblasts was assessed by counting cultured osteoblasts using a TC10 Automated Cell Counter (Bio-Rad, Hercules, CA, USA). Briefly, osteoblasts were seeded into six-well plates at 1 × 10^4^ /cm^2^. After 3 and 5 days, cells were suspended by incubation with 0.25% trypsin-EDTA (Sigma-Aldrich), and live cells were enumerated by trypan blue staining (Sigma-Aldrich).

### Culture of primary osteoclasts

Nonadherent bone marrow cells derived from mice were seeded (1.5–2.0× in a 10 cm Petri dish) and cultured in the presence of 30 ng/mL M-CSF (R&D Systems, Minneapolis, MN, USA). After 3 days, adherent cells were collected in enzyme-free cell dissociation buffer (Millipore, Burlington, MA. USA) at 37 °C and used as bone marrow macrophages (BMMs). BMMs were further cultured in the presence of 50 ng/mL soluble RANKL (Oriental Yeast Co., Ld., Tokyo, Japan) and 10 ng/mL M-CSF to generate osteoclasts^70^. Three days later, TRAP staining was conducted using an Acid Phosphatase, Leukocyte (TRAP) Kit (Sigma-Aldrich). TRAP^+^ multinucleated (>3 nuclei) cells were regarded as mature osteoclasts.

To evaluate bone resorptive activity, osteoclasts were cultured on RepCell dishes for 5 days. Next, the cells were transferred to an Osteo Assay Surface (Corning, Corning, NY, USA). After 48 h, resorption pits were observed under an inverted light microscope (DM-IL-LED-3; Leica Microsystems), and the binarized areas of resorption pits were measured using NIS Elements integrated software (Nikon, Tokyo, Japan).

### Mass spectrometry

Protein samples in buffer solution were precipitated by methanol-chloroform addition and then dissolved in RapiGest (Waters, Milford, MA, USA). The samples were reduced with 10 mM dithiothreitol followed by alkylation with iodoacetamide, then digested by trypsin and purified using a C18 tip (GL Science, Tokyo, Japan). Trypsin-digested peptides were subjected to liquid chromatography-tandem mass spectrometry, using an Aurora column (Ionoptics) on a Nano Elute nanoLC system coupled to a trapped ion mobility spectrometry-time-of-flight mass spectrometer (Bruker, Billerica, MA, USA). The column temperature was set to 50.0 °C. The mobile phase consisted of water with 0.1% formic acid (solvent A) and acetonitrile containing 0.1% formic acid (solvent B). Peptides were eluted at a gradient of 4–30% B for 20 min with a flow rate of 400 nL/min. The mass-scanning range was set from 100 to 1700 *m/z* and a custom ion mobility revolution mode was used (range: 0.6–1.50 Vs/cm^2^). The ion spray voltage was set at 1.6 kV in the positive-ion mode. The MS/MS spectra were acquired by automatic switching between MS and MS/MS modes. Data Analysis software (Bruker) was used to process the mass data. Peptides were identified by database searching using our in-house MASCOT Server (Matrix Science, London, UK). The precursor and fragment-searching mass tolerances were set to 20 ppm and 0.05 Da, respectively. Carbamidomethylation of cysteine was set as a static modification, while the oxidation of methionine, acetylation of protein N-term, and deamination of N,Q were set as variable modifications. The MASCOT Server search results were analyzed by Scaffold (Proteome Software Inc., Portland, OR, USA) and the results were limited to those with a GO annotation of “osteoblast.” Finally, the quantitative values (normalized total spectra) of mock and immunoprecipitation samples were compared.

### Immunoblotting analysis

Cells were lysed in RIPA buffer supplemented with protease inhibitor cocktail (Sigma-Aldrich). Conditioned media were mixed with four volumes of chilled acetone. Proteins were precipitated overnight at −30 °C and dissolved in RIPA buffer. Protein concentrations were measured by bicinchoninic acid protein assay (Thermo Scientific Inc., Waltham, MA, USA). Cell lysates were boiled in sodium dodecyl sulfate loading dye. Equal amounts of total protein were separated on 4–20% mini-Protean TGX gradient gels (Bio-Rad) and transferred to polyvinylidene difluoride membranes (Immobilon P). The membranes were incubated with the primary and secondary antibodies. Finally, bands were visualized with the electrochemiluminescence reagents (GE Healthcare, Chicago, IL, USA) and using an ImageQuant LAS-4000 mini system (GE Healthcare). The antibodies for immunoblotting were as follows: anti-β-catenin (1:1000, 610153, BD Biosciences), anti-SLPI (1:1000, AF1735, R&D Systems), anti-ROCK1 (1:1000, ab134181, Abcam, Cambridge, UK), anti-ROCK2 (1:1000, ab125025, Abcam) and anti-β-actin-HRP (1:5000, ab20272, Abcam), goat anti-mouse IgG-HRP (1:1000, sc-2005, Santa Cruz Biotechnology, Santa Cruz, CA, USA), rabbit anti-goat IgG-HRP (1:1000, sc-2768, Santa Cruz Biotechnology).

### Coculture of osteoblasts and osteoclasts

For time-lapse imaging, pMX-IRES-Puro or pMX-*Slpi*-IRES-Puro were introduced into MC3T3-E1-EGFP cells. Stable transformants were selected with puromycin (10 µg/mL) for 3 days. Subsequently, the transformants were cocultured with primary osteoclasts. MC3T3-E1-EGFP cells and TRAP-tdTomato^+^ osteoclasts were cocultured on a collagen gel-coated glass-bottom dish. MC3T3-E1 cells were cultured at a density of 750 cells/cm^2^, while mature osteoclasts were cultured at a 1:3 ratio of MC3T3-E1 cells to mature osteoclasts. To assess the effect of SLPI antibody on cell-cell contact, SLPI antibodies (AF1274, R&D Systems; S0635, US Biological Life Sciences, Salem, MA, USA) 12.5 µg/mL, or control goat IgG (Santa Cruz Biotechnology) were added before time-lapse imaging. After 3 days of coculture, time-lapse images were acquired using an A1 confocal microscope (Nikon). To assess the effect of Y27632 on cell-cell contact, MC3T3-E1 cells were exposed to 10 µM Y27632 for 12 h. The reagent was removed before coculture to prevent it from acting on osteoclasts. For tracking of cell-cell contact, images were first automatically binarized by Otsu’s thresholding method using NIS Elements integrated software (Nikon). The surface tool of Imaris software (Bitplane, Zürich, Switzerland) was used to track cell movement. Only EGFP-stained surface objects ≥100-µm^2^ and tdTomato-stained surface objects ≥1000-µm^2^ were analyzed, to exclude extracellular vesicles from osteoblasts and tdTomato^+^ mononuclear cells. A new channel representing the colocalized area of EGFP and tdTomato voxels was created automatically by the surface tool. Finally, the contact duration was determined by tracking this new channel using Imaris software.

To assess the effects of cell-cell interaction on the differentiation and activity of each cell type, osteoblasts (or MC3T3-E1 cells) and primary osteoclasts were first cultured separately. For osteogenic differentiation, primary osteoblasts and primary osteoclasts were each seeded at a density of 1.5 × 10^4^ cells/cm^2^. Osteoblasts were differentiated for 14 days in the presence of RANKL and M-CSF. Osteoclasts were added at 3-day intervals during osteoblast differentiation. For osteoclast differentiation, osteoblasts (or MC3T3-E1 cells) and BMMs were seeded at densities of 1.5 × 10^4^/cm^2^, and 3.75 × 10^4^/cm^2^ respectively. Then, osteoclast differentiation was induced in the presence of RANKL and M-CSF for 5 days as described above. For the resorption pit assay, BMMs were differentiated into mature osteoclasts on 6 cm^2^ RepCell dishes for 5 days. Then osteoclasts were cocultured with MC3T3-E1 cells on an Osteo Assay Surface (Corning) for 48 h in the presence of RANKL and M-CSF to evaluate resorption activity.

To evaluate gene expression in coculture, MC3T3-E1-EGFP cells were differentiated for 14 days. BMMs derived from TRAP-tdTomato^+^ mice were differentiated into mature osteoclasts on 6-cm^2^ RepCell dishes for 5 days. For juxtacrine interactions, MC3T3-E1 cells and osteoclasts were mixed at a ratio of 2:1 and cocultured for 24 h at a density of 3.75 × 10^4^ cells/cm^2^. For paracrine interactions, osteoclasts were cocultured for 24 h, using a Millicell Hanging Cell culture insert with a 1-µm pore PET membrane (Millipore), with MC3T3-E1 cells at a density of 2.5 × 10^4^ cells/cm^2^. Inserts lacking cells were used as controls. Cells were collected using collagenase type II, and the EGFP^+^ tdTomato^-^ (MC3T3-E1 cells) and EGFP^-^tdTomato^+^ (primary osteoclasts) fractions were sorted using an SH800 cell sorter (Sony).

### Intravital multiphoton bone imaging

Calvarial bone tissues of female Col2.3-ECFP/TRAP-tdTomato/*Slpi*^wt/wt^ and Col2.3-ECFP/TRAP-tdTomato/*Slpi*^KO/KO^ mice (12–20 weeks of age) were used for intravital bone imaging^2^. In this experiment, parietal lamina externa and intervening spongy bone (diploe) were observed. For surgery and continuous intravital imaging, mice were anesthetized with isoflurane (Escain; 2.5% vaporized in an 80:20 mixture of O_2_ and air). The frontal and parietal bones were exposed and immobilized in a custom-made stereotactic holder.

The imaging system consisted of an upright multiphoton microscope (A1R MP+; Nikon) with a 25× water-immersion objective (CFI75 Apo 25XC W 1300; Nikon). The system was driven by lasers (Chameleon Vision II Ti: Sapphire; Coherent, Inc, Santa Clara, CA, USA); the main laser was tuned to 860 nm to detect ECFP and second harmonic generation (SHG), and the sub-laser was tuned to 1040 nm to detect tdTomato. Using a Nikon upright microscope, multi-fluorescence images were acquired directly using four external non-descanned detectors equipped with dichroic and emission filters including an infrared-cut filter (DM685), three dichroic mirrors (DM458, DM506, and DM605), and three emission filters (417/60 for the SHG image, 480/40 for ECFP, 583/22 for tdTomato).

### Cell mixture analysis

Cell mixtures were evaluated using the CMI^2^. To obtain the tiling images, snapshot image stacks of 16 continuous visual fields were collected across the sagittal suture at depths of 50–200 μm below the skull bone surface (5-μm vertical steps) using 1.0× zoom and 512 × 512 X–Y resolution. Maximum-intensity projection (MIP) images of tdTomato^+^ mature osteoclasts and ECFP^+^ mature osteoblasts were stitched to produce a tiling image. The threshold for binarization was determined automatically using Otsu’s method for a tiling image with gamma correction. Next, the MIP images were divided to create 16 images; only images in which the ratio of red area to cyan area ranged between 0.5 and 2 were analyzed. CMI indicates the degree of mixing of two cell types in the range from 0 to 1, and was calculated by hierarchical clustering. Euclidean distances were calculated between each pixel in the binarized cell area, and Ward’s method was used for the hierarchical clustering algorithm. Each pixel was initially considered a cluster of its own. Small clusters were combined sequentially into larger clusters, until all pixels converged into one cluster regardless of the color of individual pixels. The impurity of the clusters was calculated using a Gini-like formula, and CMI was defined as the area under the curve. Cell mixture analysis was performed using R software (ver. 3.6.0; R Development Core Team, Vienna, Austria) and the EBImage package (ver. 4.20.0).

### Three-dimensional colocalization analysis

The numbers of osteoblast–osteoclast contacts were determined using Imaris. A Sobel filter was used to detect cell edges, in all depth slices and channels (3 × 3; four directions for images acquired by the Nikon upright microscope with a 1.0× zoom). We next adjusted the raw images to yield edge-enhanced images. The surface tool in Imaris was used to perform automatic cell-surface segmentation of each cyan-positive and tdTomato-positive cell evident on intravital time-lapse bone imaging. Cyan-stained surface objects ≤125 µm^3^ in volume, and tdTomato-stained surface objects ≤1000 µm^3^ in volume, were not included in the analysis, as these objects were unlikely to represent cells. The surface tool was then used to detect osteoblast–osteoclast contacts, and to automatically create a new channel (yellow) for colocalized cyan and tdTomato voxels.

### Histological analysis

Mice were perfused with 4% paraformaldehyde (PFA) for fixation and dissected femoral bones were further fixed with 4% PFA and 20% sucrose for 4 h at 4 °C. Samples were embedded in Super Cryoembedding medium (Section-LAB Co. Ltd) and frozen in chilled hexane (Wako) using dry ice^2^. Frozen samples were cut into 10 µm sections with a cryostat (Leica, CM3050). Images were acquired with an A1 confocal microscope (Nikon). Specific parameters (excitation laser wavelength, dichroic mirrors, and emission filters, respectively) were used for detecting fluorescence of ECFP (457 nm, DM515, and BP482/35) and tdTomato (561 nm, DM640, and BP595/50) (Nikon).

### Statistical analysis

Statistical analysis was performed using unpaired two-tailed *t*-tests for comparisons between two groups, and using analysis of variance (ANOVA) with the Dunnett’s, Tukey’s, and Šidák’s post hoc test for comparisons among three or more groups. Welch’s ANOVA followed by Bonferroni’s multiple comparisons test was used when the data demonstrated unequal variance. Statistical significance was recorded when *p* < 0.05. Biological replicates comprised samples from different mice. The results are representative of more than three independent experiments. The minimum possible numbers of samples were used. Mice were excluded if they exhibited any abnormalities in size, weight, or apparent symptoms of disease, before performing the experiments; however, no such phenomena were observed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The datasets are available from the corresponding authors on reasonable request. Raw RNA-Seq data is available from the Gene Expression Omnibus (accession number and hyperlinks: GSE145462).

# Supplementary material for: SLPI is a critical mediator that controls PTH-induced bone formation
**Source:** Nat Commun. 2021 Apr 9;12:2136. doi: 10.1038/s41467-021-22402-x
**Supplement:** Supplementary file 9 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1

**Description:** Representative micro-computed tomography images of the femurs of 11-week-old WT female mice treated with vehicle. Scrolling goes through the XY slice-stack. Scale bar, 1,000  $\mu\text{m}$ .

**Title:** Supplementary Movie 2

**Description:** Representative micro-computed tomography images of the femurs of 11-week-old WT female mice treated with PTH. Scrolling goes through the XY slice-stack. Scale bar, 1,000  $\mu\text{m}$ .

**Title:** Supplementary Movie 3

**Description:** Representative micro-computed tomography images of the femurs of 11-week-old Slpi-KO female mice treated with vehicle. Scrolling goes through the XY slice-stack. Scale bar, 1,000  $\mu\text{m}$ .

**Title:** Supplementary Movie 4

**Description:** Representative micro-computed tomography images of the femurs of 11-week-old Slpi-KO female mice treated with PTH. Scrolling goes through the XY slice-stack. Scale bar, 1,000  $\mu\text{m}$ .

**Title:** Supplementary Movie 5

**Description:** In vitro imaging of mock MC3T3-E1-EGFP cells in contact with TRAP-tdTomato+ primary osteoclasts. Filled arrowheads indicate direct osteoblast–osteoclast contact. Scale bar: 50  $\mu\text{m}$ . Playback speed = 1,440 $\times$ .

**Title:** Supplementary Movie 6

**Description:** In vitro imaging of Slpi-overexpressing MC3T3-E1-EGFP cells in contact with TRAP-tdTomato+ primary osteoclasts. Filled arrowheads indicate direct osteoblast–osteoclast contact. Scale bar: 50  $\mu\text{m}$ . Playback speed = 1,440 $\times$ .

How the deposited data were processed for this re-analysis (not part of the article)

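RNA-Seq values of the following libraries were analysed: 3 of vehicle-treated and 3 of PTH-treated osteoblasts sorted from Col2.3-ECFP mice, and 3 of mock and 3 of *Slpi*-overexpressing MC3T3-E1 cells. The authors deposited FPKM for each gene and library. According to the methods, they mapped single-end HiSeq reads to mm10 with TopHat v. 2.0.13, Bowtie2 v. 2.2.3 and SAMtools v. 0.1.19 and calculated the values with Cuffnorm v. 2.2.1. The paper's text does not name the gene annotation or the scaling option of Cuffnorm. Sums of FPKM differ between libraries and the values are not whole numbers, so they are neither counts nor TPM. The paper's analysis used iDEP v. 0.81 and Ingenuity Pathway Analysis. Its text states the 2-fold and *p* thresholds, but not the filter, the pseudocount or whether *p* was adjusted.

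Each experiment was compared on its own, as 3 libraries against 3 without a replicate block. Values were transformed to log2(FPKM + 1), and genes with an FPKM of at least 1 in at least 1 of the 6 libraries were tested, 13004 in sorted osteoblasts and 11466 in MC3T3-E1 cells. Linear models were fitted with limma 3.58.1 in R 4.3.3 (eBayes with a trend), and *p* values were adjusted by the Benjamini-Hochberg method. A gene was counted when it changed at least 2-fold at *p* under 0.05, without and with adjustment. Exact permutation tests, Fisher's exact tests and correlations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The limma model was tested on data simulated for the 13004 and 11466 tested genes in 3 libraries per group, with 200 genes changed by a log2 fold change of 2 in each experiment. The filter kept 12569 and 11332 of the simulated genes. At 2-fold and an adjusted *p* under 0.05, the model recovered 184 of the 200 changed genes with 1 false call in the osteoblast design. In the MC3T3-E1 design it recovered 200 with 2 false calls. The changed genes were drawn above a limit of mean expression, and the noise was independent between genes. The simulation therefore cannot speak for low-expressed genes or for RNA of other cells that moves many genes of a library together.

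Depth is unknown, since FPKM do not give the number of reads. For low-expressed genes the FPKM of neighbouring values differ by the step of 1 read, and the ratio of these steps between libraries gave their relative depth, between 0.787 and 1.402 in sorted osteoblasts and between 0.870 and 1 in MC3T3-E1 cells. With another scaling in Cuffnorm, these ratios would follow its scale factors in place of the mapped reads. Where numbers of reads are given for a gene, they are the smallest whole numbers that fit its FPKM, scaled by relative depth, in all libraries. The same fit gave *Col1a1* only 11 and 8 reads in vehicle replicates 1 and 2, where its FPKM was 26216 and 24170.4. It was above 0 in these libraries only, which leaves its fit poorly determined. Multiples of the smallest numbers would fit as well, so a step may stand for more than 1 read and the numbers given may be too low. Only the relative depths were checked on simulated data. These numbers cover counting error only, and no confidence intervals were computed from them.

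Genes were placed on mm10 with GENCODE release M21, which gave positions for 23037 of 23284 gene names in sorted osteoblasts and 24255 of 24346 in MC3T3-E1 cells. Regions were sought with windows of 10 Mb moved by 1 Mb, with at least 10 tested genes each, against 1000 shuffles of the genes' positions. Gene sets were taken from Reactome or from families fixed by symbol, and compared with all tested genes. Lists of marker genes were compared with 10000 random lists matched on expression where a percentile is given.

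The genes named come from a list drawn from the paper for each experiment, with the 5 largest rises and the 5 largest falls among genes at least 2-fold changed at an adjusted *p* under 0.05 whose groups did not overlap, and the members of the tested gene sets past the adjusted threshold, or the 3 with the smallest *p* where there were none. The results of 1 of the 4 gene sets, and some genes of these lists, are not reported. Other genes are named as chosen after their values were seen. This rule, the tests and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were a replicate block, no filter on low values, a mean FPKM of at least 1, a pseudocount of 0.1, no trend in eBayes, an unmoderated linear model, quantile normalization and leaving out each library in turn. For gene sets they were genes counted at an adjusted *p*, camera in limma with an inter-gene correlation of 0.01, and the lists by symbol. Leaving out short RNA genes together with genes at 0 in 1 library but above 100 in another of its group, leaving out a region of chromosome 10, and a shorter list of chemokines and growth factors were added after seeing the data. The GO terms and Ingenuity pathways of the paper were not used here. No library was left out of the reported values.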

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

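Of the tests in this part, that of the neutrophil marker list was set before the data were examined, and all others were chosen only after the result was seen. For the further neutrophil genes, a count that includes the genes without a rise was added after the median over the rising genes was known.

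Neutrophil genes, which the paper does not discuss, were higher in PTH-treated than in vehicle-treated osteoblasts. The 11 markers tested had a median log2 fold change of 1.65, and all 11 were higher. Their median FPKM was 11.4, 12.9 and 12.9 in the vehicle libraries and 73.7, 53.3 and 20.2 in PTH replicates 1, 2 and 3. RNA from neutrophils among the sorted cells may therefore add to genes that neutrophils express. The paper measured *Slpi* in bone marrow granulocytes as well and found no increase with PTH there (Fig. 1c). If *Slpi* came from such RNA in a fixed proportion to *S100a9*, that proportion would differ less than 2-fold between the PTH libraries, but the highest was 7.00 times the lowest. *Slpi* was highest relative to *S100a9* in PTH replicate 3, where neutrophil genes rose least. Of the 10 other markers, 6 kept their proportion to *S100a9* within 2-fold and 4 did not. *Elane*, *Mpo* and *Camp* varied 11.3-fold, 4.23-fold and 3.37-fold, lowest in PTH replicate 3, and *Mmp8* varied 3.31-fold, highest there as *Slpi* was. These 4 genes are named after their values were seen.

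A further 10 neutrophil genes had a median log2 fold change of 1.00, and all 10 were higher. For the 4 of them that rose in each PTH library, the median of the highest over the lowest proportion to *S100a9* was 1.77, below the limit of 2 set for this test, as RNA from neutrophils could give. Counting all 10 genes, only 3 kept their proportion within 2-fold and 6 did not rise in PTH replicate 3. Neutrophil RNA is a possible source of the neutrophil genes in PTH replicates 1 and 2, and its mixture may differ between libraries. A response of osteoblasts to PTH cannot be told apart from it for these genes. For *Slpi*, RNA in a fixed proportion to *S100a9* is not the explanation that the libraries show, but neutrophil RNA of a mixture that differs between libraries is not excluded by them. The paper also reports that PTH raised *Slpi* in cultured MC3T3-E1 cells, a result that does not rest on these libraries.

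Genes of heart muscle were present in PTH replicate 2. The 16 genes of the list had a median FPKM of 3.25 there, against 0.0452 and 0.00341 in PTH replicates 1 and 3 and between 0.133 and 0.168 in the vehicle libraries. Of these genes, 56.25% (9 of 16) were at least 10-fold higher in PTH replicate 2 than in each other library. *Nppa*, chosen after its values were seen, was at 1536 FPKM in this library and at most 7.05 in the others. RNA of heart muscle in 1 library is a candidate source. *Eif2s3y*, a gene of the Y chromosome and chosen in the same way, was at 3.75 FPKM in this library and at most 0.0895 in the others, although the methods give female mice. The design holds no biological explanation for a single library of a group, and none was tested.

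In *Slpi*-overexpressing MC3T3-E1 cells, genes of a region of chromosome 10 from 108162193 to 126999975 were higher than in mock cells. The median log2 fold change of its 58 tested genes was 0.56, a 1.47-fold rise, against -0.0233 for the 512 other tested genes of the chromosome. It held 11 of the 86 genes at least 2-fold higher. Fisher's exact test of this count gave an odds ratio of 35.28 (*p* = 3.8e-13). This value cannot serve as evidence, as the region was delimited by the fold changes of its windows. The window with the highest median, from 112000001 to 122000000, had a median of 0.65 over 36 genes. No shuffle of the genes reached it (one-sided permutation test, *p* = 0.001, the smallest that 1000 shuffles can give). In the osteoblast comparison 0 windows lay above all shuffles, and the highest median there had *p* = 0.118 by the same permutation test. A difference in chromosome copy number between mock and *Slpi*-overexpressing cells may raise such a region. The 27 genes of that window that changed less than 2-fold had a median log2 fold change of 0.50, and 23 of them were above 0. That window had been chosen for its high median, which by itself makes a high value there probable. The most genes counted as higher, 9, lie in each of 5 windows, this one and 4 that overlap it, whose genes changed less than 2-fold had medians from 0.48 to 0.50. A choice by that count leads back to the same part of the chromosome, so neither choice tests the explanation. A copy number difference and a regional response to *Slpi* cannot be told apart here without data on DNA. *Wif1* lies in this region, as do *Mdm2* and *Cct2*, which were chosen after their values were seen.

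Genes of the daily clock were higher in PTH-treated osteoblasts. *Dbp*, *Tef*, *Per2* and *Per3*, chosen after their values were seen, had log2 fold changes of 1.93, 1.41, 1.41 and 1.36 (limma adjusted *p* = 0.0252, 0.0131, 0.0131 and 0.0140). A difference in the phase of the clock between the groups, as sorting at other times of day could give, would raise the other genes that peak with *Dbp* and lower those opposite to it. The first had a median log2 fold change of 0.56 over 5 genes, all above 0, while 5 opposite genes had a median of -0.11, short of the -0.5 set for the test. Of these 5, *Arntl* and *Npas2* fell, with log2 fold changes of -0.61 and -0.96 (limma adjusted *p* = 0.0484 and 0.0204), while *Clock*, *Cry1* and *Nfil3* had log2 fold changes of 0.12, -0.11 and 0.37 (limma adjusted *p* = 0.588, 0.564 and 0.112). The genes thus moved in part as a shift of phase would move them, and the test did not bear out a full shift. Times of day were not used here, so neither a phase difference nor a response to PTH is settled.

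*Pth1r*, the receptor of PTH, was higher in *Slpi*-overexpressing MC3T3-E1 cells and is not discussed for them in the paper. Its FPKM was 15.0 ± 0.536 in mock and 75.4 ± 3.20 in *Slpi*-overexpressing cells (SD, n = 3 each), a log2 fold change of 2.25 (standard error 0.0428, limma adjusted *p* = 3.2e-08), higher in 3 of 3 libraries and between 2.22 and 2.28 with each library left out in turn. A copy number difference would raise its neighbours too, but the tested genes within 5 Mb had a median log2 fold change of -0.0772. A rise of *Pth1r* with *Slpi* may be a response to the overexpression, as a hypothesis. A difference between the transduced cell populations that arose apart from *Slpi* was not tested and cannot be excluded.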

How the results depend on the processing

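Besides the reported values, 14 results that answer a comparison and 56 values of single genes were recomputed under each alternative set before the data were examined that applies to them. *Sema3d* and *Serpina1a* have no value with a mean FPKM of at least 1, which they did not reach. Single genes were not recomputed under the alternatives chosen after seeing the data, and the counts here leave those out. Of the former, 169 values kept their direction and their side of the threshold, 5 became weaker, 1 stronger and 17 moved. Among single genes, 632 values were unchanged in this sense, 80 became weaker, 9 stronger and 5 reversed.

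With a pseudocount of 0.1, the genes changed by PTH at an unadjusted *p* under 0.05 rose to 362 higher and 937 lower, of which 158 and 550 were among the genes reported, and those higher at an adjusted *p* to 182. In *Slpi*-overexpressing cells the counts rose to 137 higher and 129 lower, or 136 and 125 with adjustment. The odds ratio of peptidase inhibitors fell to 2.23 (one-sided Fisher's exact test, *p* = 0.116), since 4 of 67 inhibitors were counted as before while the genes counted as higher rose from 161 to 362. Why more genes were counted was not tested. With the unmoderated linear model, 0 genes were higher and 0 lower under PTH at an adjusted *p* under 0.05, against 122 and 505 without adjustment, and *Slpi* kept its log2 fold change of 3.15 at an adjusted *p* of 0.0646, within a range of 0.00284 to 0.0736 over its alternatives. Quantile normalization gave 172 genes higher and 423 lower at an adjusted *p*, in place of 113 and 491. The cause was not tested. Camera in limma, which ranks a set among all tested genes, gave peptidase inhibitors a *p* of 0.0653, and chemokines and growth factors a *p* of 0.012 with a shift downwards. For the Reactome Wnt set it gave a *p* of 0.264 with a shift upwards, and for the list of Wnt genes by symbol a *p* of 0.659 with a shift downwards. The list of Wnt genes by symbol gave an odds ratio of 7.68 in place of 2.00. The cause was not tested.

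Across the 6 fits that each left out one library, the genes changed by PTH at an unadjusted *p* ranged from 133 to 233 higher and from 424 to 819 lower. At an adjusted *p* they ranged from 0 to 179 higher and from 0 to 527 lower. Without vehicle replicate 1 they were 1 and 0, against 162 and 512 without adjustment, and without vehicle replicate 2 they were 0 and 0, against 133 and 482. The cause was not tested. The log2 fold change of *Slpi* ranged from 2.93 to 3.37, at an adjusted *p* of 0.0734 and 0.0736 without vehicle replicates 1 and 2. The odds ratio of peptidase inhibitors ranged from 4.63 to 6.42. In *Slpi*-overexpressing cells the adjusted counts ranged from 80 to 89 higher and from 39 to 48 lower. Values close to 0 reversed in some of these fits. *Bglap* under PTH ranged from -0.032 to 0.48, *Rock1* in MC3T3-E1 cells from -0.11 to 0.078 and *Fgf2* there from -0.28 to 0.20. The cause was not tested.

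With the replicate number as a block, 166 genes were higher and 582 lower under PTH at an unadjusted *p* under 0.05, and 87 and 45 in *Slpi*-overexpressing cells. The numbers do not pair libraries that belong together, since the libraries come from different animals and cultures. The deviations of same-numbered libraries from their group means correlated across genes by 0.03, 0.07 and 0.1 in osteoblasts and 0.04, -0.05 and 0 in MC3T3-E1 cells. Without short RNA genes and genes at 0 in 1 library but above 100 in another of its group, an alternative chosen after seeing the data, 161 genes were higher and 567 lower under PTH. Without the region of chromosome 10, also chosen after seeing the data, 75 genes were higher in *Slpi*-overexpressing cells. With *Tnfsf11*, *Tnfrsf11b* and the semaphorins left out of the chemokine and growth factor list, chosen in the same way, its odds ratio fell from 7.17 to 4.01 (two-sided Fisher's exact test, *p* = 0.0956), as 2 of 46 in place of 4 of 54 genes were counted. The alternatives for counts (DESeq2 and limma on CPM) were not run, since the deposited values are FPKM. Depth limits the values of low genes. If each step is 1 read, *Fgf2* rests on 1, 2 and 9 reads in the vehicle libraries.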

Differences from the paper's values

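The paper reports 405 genes upregulated by PTH, and 161 were counted here at 2-fold and an unadjusted *p* under 0.05. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 362, within 1.5 times the paper's value. None of the others closed the gap. They gave 166 with a replicate block, 158 without a filter, 155 with a mean FPKM of at least 1, 158 without a trend, 122 with an unmoderated linear model, 228 with quantile normalization, and from 133 to 233 with a library left out.

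The paper reports 883 genes downregulated by PTH, and 566 were counted here. A pseudocount of 0.1 gave 937, and leaving out vehicle replicate 3, PTH replicate 1 or PTH replicate 2 gave 695, 653 and 819, each within 1.5 times the paper's value. The others did not close the gap, with 582 for a replicate block, 561 without a filter, 541 with a mean FPKM of at least 1, 562 without a trend, 505 with an unmoderated linear model, 471 with quantile normalization, and 512, 482 and 424 without vehicle replicate 1, vehicle replicate 2 and PTH replicate 3.

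The paper names Wnt/β-catenin signaling among the pathways most affected in *Slpi*-overexpressing cells. In the Reactome set tested here the odds ratio was 2.00 (one-sided Fisher's exact test, *p* = 0.15). The list of Wnt genes by symbol, set before the data were examined, gave 7.68 (one-sided Fisher's exact test, *p* = 2.3e-04), while camera gave that list a *p* of 0.659. The paper describes chemokines and growth factors as largely unchanged, while the odds ratio of the list used here was 7.17 (two-sided Fisher's exact test, *p* = 0.00322), from 4 of 54 genes. Of these 4, *Pdgfa* and *Igf1* are growth factors. With *Tnfsf11*, *Tnfrsf11b* and the semaphorins left out, chosen after seeing the values, it was 4.01 from 2 of 46 genes (two-sided Fisher's exact test, *p* = 0.0956), and camera gave the whole list a *p* of 0.012 with a shift downwards. The paper describes *Sp7* as unchanged by PTH, and its log2 fold change here was 0.48. The limma adjusted *p* of *Sp7* was 0.0924 over all genes, and the adjusted *p* lay between 0.038 and 0.256 over the alternatives. Over the list of 7 genes fixed before the data were examined, the limma adjusted *p* was 0.0444. In that list *Runx2*, *Col1a1* and *Cxcl1* are named in other contexts. The paper describes *Cxcl1* as highly upregulated in osteoblasts by PTH, citing other work, and its log2 fold change here was 0.27 (limma adjusted *p* = 0.234). The paper reports no increase of β-catenin mRNA by SLPI. In *Slpi*-overexpressing MC3T3-E1 cells, *Ctnnb1*, which encodes it, had a small log2 fold change of 0.26 (limma adjusted *p* = 2.2e-04). Each *Slpi* library lay above each mock library for *Ctnnb1*.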

Other observations

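The tests of other splits of the libraries, of gene length and GC content, of the blood and marrow markers and of the genes raised by PTH in MC3T3-E1 cells were set before the data were examined, and all others in this part were chosen only after the result was seen.

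Of the 10 splits of the 6 osteoblast libraries into 3 and 3, 4 part all same-numbered libraries, and 1 of these 4, the real one, gave as many as its 727 genes at 2-fold and an unadjusted *p* under 0.05. The other 3 gave from 20 to 41 genes, and the 6 splits that part fewer same-numbered libraries gave from 24 to 100. For MC3T3-E1 cells, 1 of the 4 splits, the real one with 130 genes, reached its count, the other 3 gave from 4 to 11, and the remaining 6 from 3 to 8. So few splits cannot give a share under 0.05. Across tested genes, which are not independent replicates, Spearman's rho of the log2 fold change with transcript length was 0.0113 under PTH and 0.0326 in *Slpi*-overexpressing cells, and with GC content 0.207 and -0.17, all within the limit of 0.3 set for a bias. Length and GC content were known for 98.9% and 99.5% of the tested genes.

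More genes were lower than higher under PTH, and 22.15% of the changed genes were higher. RNA of blood, marrow and endothelial cells in the vehicle libraries would lower such markers under PTH by at least 1 on the log2 scale, but their median log2 fold change was 0.63 over 35 genes. This pool joins lists that moved apart. Besides the neutrophil markers, megakaryocyte markers had a median of 2.81 over 4 genes, all higher. Their median FPKM was 18.2 and 16.3 in PTH replicates 1 and 2 but 0.535 in PTH replicate 3, against 0.0727, 0.557 and 0.187 in the vehicle libraries, and no explanation was tested for them. T cell markers had a median of -2.82 over 4 genes, all lower. T and NK cell genes not looked at before had a median of -1.44 over the 8 of 20 listed genes that passed the filter, and all 8 were lower, so RNA from T and NK cells in the vehicle libraries remains possible. Within the vehicle group these 8 genes did not point to 1 library. Their median FPKM was lowest in vehicle replicate 2, at 2.27 against 2.45 in vehicle replicate 3, but 6 of the 8 were lowest in vehicle replicate 3. A test that took replicate 2, where 5.39% of 557 lower genes were lowest (median of random lists 34.0%), therefore cannot show whether the lower genes follow this list. In a further test, added after that result and when the order of the lower genes within the groups was already known, 86.0% of the 557 were lowest in vehicle replicate 3, where the shorter T cell list was lowest, against a median of 36.6% in random lists matched on expression, and 84.4% were lowest in PTH replicate 3, against 45.8%. A common source of RNA that differs between libraries of a group may underlie part of the lower genes. Since this library was picked with the answer at hand, the value describes the pattern, and the source is not identified.

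In PTH replicate 3, 271 of 10211 genes with a vehicle mean of at least 2 FPKM were below 0.1 FPKM, against 42 and 36 in PTH replicates 1 and 2. All 14 intestinal epithelium genes tested, 100% of them, were at least 10-fold higher in each of the other 5 libraries than in this one. Since 6 of them were listed at 0 here, where any value passes this limit, a floor was added after seeing this, and 13 of the 14 also had at least 1 FPKM in each of the other 5 libraries. The label of this library gives a source name without its replicate number, unlike those of the other osteoblast libraries, and it was taken as PTH replicate 3 from its title. *Zg16*, chosen after its values were seen, had 390, 565 and 488 FPKM in the vehicle libraries, 301 and 607 in PTH replicates 1 and 2 and 0 in PTH replicate 3. RNA of intestinal epithelium in 5 libraries is a candidate source, and no biological explanation was tested. *Col1a1* and *Col1a2* were listed at 0 in vehicle replicate 3 and in all PTH libraries, and *Col1a1* at 26216 and 24170.4 FPKM in vehicle replicates 1 and 2. Other bone matrix genes had a median log2 ratio of 0.24 between vehicle replicate 3 and the mean of replicates 1 and 2, over 11 genes. The zeros may be failed estimates in the authors' quantification, and *Col1a1* cannot be compared in this experiment.

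The 4 tested genes of the Y chromosome were lower in *Slpi*-overexpressing cells, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* with log2 fold changes of -0.78, -1.07, -1.01 and -0.58. These span 0.49, just under the 0.5 set for the test of a loss of the Y chromosome in part of these cells, which remains possible. With the region of chromosome 10 left out, the one-sided Fisher's exact test of the Reactome Wnt set gave *p* = 0.290. As the test had not passed its threshold with the region, this cannot show whether the region matters to it. The 7 osteoblast markers were all higher in these cells, with a median log2 fold change of 0.74, and *Ibsp* and *Alpl* among them, chosen after their values were seen, had log2 fold changes of 3.22 and 1.71 (limma adjusted *p* = 3.2e-08 and 6.4e-08). A more mature state of the cells could also raise mature osteoblast genes not looked at before, but their median log2 fold change over 6 genes was 0.028, at percentile 41.96 of random lists, with 3 of the 6 higher. This list leaves out genes already seen to rise, among them *Ifitm5*, *Phospho1* and *Panx3* with log2 fold changes of 3.47, 2.92 and 2.52, so it cannot speak against a more mature state.

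Genes higher under PTH might also be raised by *Slpi* overexpression. Of 87 such genes tested in both experiments, 52 were lower in *Slpi*-overexpressing cells, and their median log2 fold change of -0.14 lay at percentile 0.0 of random lists matched on expression, opposite to the hypothesis. With lists matched on GC content too, the percentile was 0.08, with 8 of 10000 lists lower, so GC content does not account for it. Still, 4 of the 87 genes were among the 77 at least 2-fold higher in *Slpi*-overexpressing cells, *Panx3*, *Smpdl3b*, *Wif1* and *Wnt7b*, out of 10095 genes (odds ratio 6.56, one-sided Fisher's exact test, *p* = 0.00432). These names were chosen after their values were seen.

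*Cxcl1* had an FPKM of 26.8 ± 4.22 in vehicle-treated and 32.5 ± 4.04 in PTH-treated osteoblasts (SD, n = 3 each). *Runx2* had a log2 fold change of 0.44 (limma adjusted *p* = 0.101) there. In *Slpi*-overexpressing MC3T3-E1 cells, the log2 fold changes of *Runx2*, *Sp7*, *Bglap*, *Ctnnb1* and *Col1a1* were 0.69, 1.49, 0.61, 0.26 and 0.15 (limma adjusted *p* = 1.5e-06, 6.4e-08, 0.00165, 2.2e-04 and 0.0228). *Rock1* and *Rock2* had log2 fold changes of -0.015 and -0.15 (limma adjusted *p* = 0.904 and 0.0694). *Icam1* was between 0.06 and 0.236 FPKM in all libraries and was not tested. *Fgf2* had a log2 fold change of -0.082 (limma adjusted *p* = 0.762).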
